# A SUMO E3 ligase promotes long non-coding RNA transcription to regulate small RNA-directed DNA elimination

**DOI:** 10.7554/eLife.95337

**Published:** 2024-01-10

**Authors:** Salman Shehzada, Tomoko Noto, Julie Saksouk, Kazufumi Mochizuki

**Keywords:** long noncoding RNA, small RNA, epigenetics, SUMO, Tetrahymena, programmed DNA elimination, Other

## Abstract

Small RNAs target their complementary chromatin regions for gene silencing through nascent long non-coding RNAs (lncRNAs). In the ciliated protozoan *Tetrahymena*, the interaction between Piwi-associated small RNAs (scnRNAs) and the nascent lncRNA transcripts from the somatic genome has been proposed to induce target-directed small RNA degradation (TDSD), and scnRNAs not targeted for TDSD later target the germline-limited sequences for programmed DNA elimination. In this study, we show that the SUMO E3 ligase Ema2 is required for the accumulation of lncRNAs from the somatic genome and thus for TDSD and completing DNA elimination to make viable sexual progeny. Ema2 interacts with the SUMO E2 conjugating enzyme Ubc9 and enhances SUMOylation of the transcription regulator Spt6. We further show that Ema2 promotes the association of Spt6 and RNA polymerase II with chromatin. These results suggest that Ema2-directed SUMOylation actively promotes lncRNA transcription, which is a prerequisite for communication between the genome and small RNAs.

## Introduction

Small RNAs of approximately 20–30 nucleotides that are complexed with Argonaute family proteins target either mRNAs for post-transcriptional silencing or chromatin regions for transcriptional gene silencing (Holoch and Moazed, 2015; Wilson and Doudna, 2013). For the latter process, small RNAs are generally considered to recognize their genomic targets via nascent lncRNAs to induce heterochromatin formation. Therefore, chromatin regions that are targeted for silencing by small RNAs must be paradoxically transcribed to provide nascent lncRNAs.

In fission yeast, small interfering RNAs (siRNAs) mediate the deposition of histone 3 lysine 9 di- and trimethylation (H3K9me2/3) for heterochromatin assembly at centromeric repeats (Hall et al., 2002; Volpe et al., 2002). While the HP1 protein Swi6 binds to H3K9me2/3 for transcriptional silencing, phosphorylation of histone H3 serine 10 at the M phase of the cell cycle evicts Swi6, passively allowing lncRNA transcription from the centromeric repeats at G1 and S phase and thus promoting H3K9me2/3 deposition to newly assembled nucleosomes (Chen et al., 2008; Kloc et al., 2008). In contrast, the HP1 paralog Rhino in fruit flies, which is specifically enriched at PIWI-interacting RNA (piRNA) clusters by binding to H3K9me2/3 (Le Thomas et al., 2014), actively recruits dedicated variants of basal transcription factors, allowing lncRNA transcription from heterochromatin while preventing mRNA transcription from transposons in the same loci (Andersen et al., 2017). A similar active heterochromatin-dependent lncRNA transcription has been reported in plants, where SHH1, a reader of H3K9me2/3 as well as mono-methylated H3K9, recruits the plant-specific RNA polymerase IV (Law et al., 2013; Law et al., 2011).

Because small RNA-producing loci are also small RNA targets in most of the studied small RNA-directed heterochromatin formation processes, it poses a challenge to separately investigate lncRNA transcription for small RNA biogenesis and that for small RNA-dependent recruitment of downstream effectors in these processes. In contrast, the source and target loci of small RNAs reside in different nuclei during programmed DNA elimination in some ciliated protozoans such as *Tetrahymena thermophila* and *Paramecium tetraurelia*, which provides a unique system to study the mechanism and roles of lncRNA transcription in small RNA-directed chromatin regulation.

In most ciliates, each cell contains two types of nuclei, the diploid germline micronucleus (MIC) and the polyploid somatic macronucleus (MAC). During conjugation, a sexual reproduction process in ciliates, the MIC undergoes meiosis and fertilization, followed by the formation of the new MIC and MAC, while the parental MAC is degraded (Chalker et al., 2013). Programmed DNA elimination occurs in the new MAC in most ciliates. In *Tetrahymena,* this process downsizes the 200 Mb MIC genome to the 103 Mb MAC genome by removing ~12,000 internal elimination sequences (IESs), many of which include transposons, followed by re-ligation of the remaining macronuclear-destined sequences (MDSs) forming the MAC chromosomes (Noto and Mochizuki, 2018).

DNA elimination in *Tetrahymena* and *Paramecium* is regulated by three types of lncRNAs, which occur in different nuclei at distinct times (Aronica et al., 2008; Schoeberl and Mochizuki, 2011). During meiotic prophase in *Tetrahymena*, lncRNAs are transcribed bidirectionally in the MIC in a genome-wide manner by RNA polymerase II and dedicated conjugation-specific Mediator-associated proteins (Chalker and Yao, 2001; Garg et al., 2019; Mochizuki and Gorovsky, 2004a; Schoeberl et al., 2012; Tian et al., 2019). The sexual reproduction-specific Spt4 and Spt5 paralogs are specifically involved in the MIC transcription in *Paramecium* (Gruchota et al., 2017; Owsian et al., 2022), while *Tetrahymena* genome does not encode such specialized Spt4/Spt5 paralogs. These micronuclear long non-coding RNAs (MIC-lncRNAs) are processed into small RNAs (~29 nt in *Tetrahymena* and 25-nt in *Paramecium*), called scnRNAs, by Dicer homologs (Lepère et al., 2009; Malone et al., 2005; Mochizuki and Gorovsky, 2005) and loaded into Piwi-clade Argonaute proteins (Bouhouche et al., 2011; Mochizuki et al., 2002; Noto et al., 2010).

The Piwi-scnRNA complex then moves into the parental MAC, where parental macronuclear long non-coding RNAs (pMAC-lncRNAs) are transcribed bidirectionally during the mid-conjugation stages (Woo et al., 2016). The RNA helicase Ema1 in *Tetrahymena* promotes the interaction between pMAC-lncRNAs and scnRNAs (Aronica et al., 2008). Reminiscently of target-directed micro RNA degradation (TDMD) (Han and Mendell, 2023), this interaction induces TDSD, leading to the selective retention of IES-derived scnRNAs (Aronica et al., 2008; Mochizuki and Gorovsky, 2004b; Noto and Mochizuki, 2018; Noto et al., 2015; Schoeberl et al., 2012). A similar TDSD has also been suggested in *Paramecium,* and the importance of pMAC-lncRNAs for DNA elimination was demonstrated by disrupting certain pMAC-lncRNAs by RNAi in this ciliate (Lepère et al., 2008). Although mRNAs are transcribed in the parental MAC, it remains unclear whether they also can induce TDSD and how mRNAs and pMAC-lncRNAs can be transcribed from overlapping locations. Also, although trimethylation of histone 3 lysine 27 (H3K27me3) occurs in the parental MAC in a scnRNA- and Polycomb repressive complex 2 (PRC2)-dependent manner in both *Tetrahymena* and *Paramecium* (Lhuillier-Akakpo et al., 2014; Liu et al., 2007), the role of H3K27me3 in the parental MAC, if any, is unclear.

When the new MAC develops, the retained Piwi-scnRNA complexes translocate to the new MAC, where yet another type of lncRNA, new macronuclear non-coding RNAs (nMAC-lncRNAs), is transcribed. The interaction between nMAC-lncRNA and scnRNA, which is also dependent on Ema1 (Aronica et al., 2008), is believed to recruit PRC2, which catalyzes both H3K9me2/3 and H3K27me3 for IES-specific heterochromatin assembly (Frapporti et al., 2019; Liu et al., 2007; Miró-Pina et al., 2022; Wang et al., 2022; Xu et al., 2021), and facilitate the secondary production of scnRNAs from nMAC-lncRNAs, which further promotes heterochromatin assembly (Allen et al., 2017; Noto et al., 2015). Then, IESs are excised by domesticated PiggyBac transposases (Baudry et al., 2009; Bischerour et al., 2018; Cheng et al., 2010; Vogt and Mochizuki, 2013). While nMAC-lncRNA production occurs prior to the excision of IESs in *Tetrahymena* (Mutazono et al., 2019), it also occurs from excised IESs that are concatenated and circularized in *Paramecium* (Allen et al., 2017).

Among the above three lncRNAs, pMAC-lncRNA does not produce small RNAs and is believed to be specialized for receptor function. Therefore, pMAC-lncRNA transcription and the following TDSD in the parental MAC provide a unique paradigm to investigate how the genome is transcribed to communicate with small RNAs. In this study, we show that Ema2, the conjugation-specific E3 ligase for a small ubiquitin-like modifier (SUMO), is required for pMAC-lncRNA transcription in *Tetrahymena* and thus provides a tool to dissect the role of and the molecular mechanism for the transcription of this lncRNA.

## Results

### Ema2 is exclusively expressed during conjugation and localized in the MAC

As part of our systematic investigation into genes highly upregulated during conjugation (Loidl, 2021), we explored the function of *EMA2* (*TTHERM_00113330*). *EMA2* mRNA is exclusively expressed during conjugation (Figure 1A). The encoded Ema2 protein tagged with HA at the endogenous *EMA2* locus was not detectable in the vegetative cells (Figure 1B, Vg) and first appeared in the MAC during conjugation (Figure 1B, 3 hr post-induction of mating [hpm] and 6 hpm). At the onset of new MAC development, Ema2 disappeared from the parental MAC and appeared in the new MAC (Figure 1B, 8 hpm), which later faded away (Figures 1B, 12, and 14 hpm). The conjugation-specific expression and the localization switch from the parental to the new MAC are reminiscent of the factors involved in DNA elimination such as the Piwi protein Twi1, which is loaded by scnRNAs, and PRC2 (Liu et al., 2007; Mochizuki et al., 2002; Noto et al., 2010).

**Figure 1.**
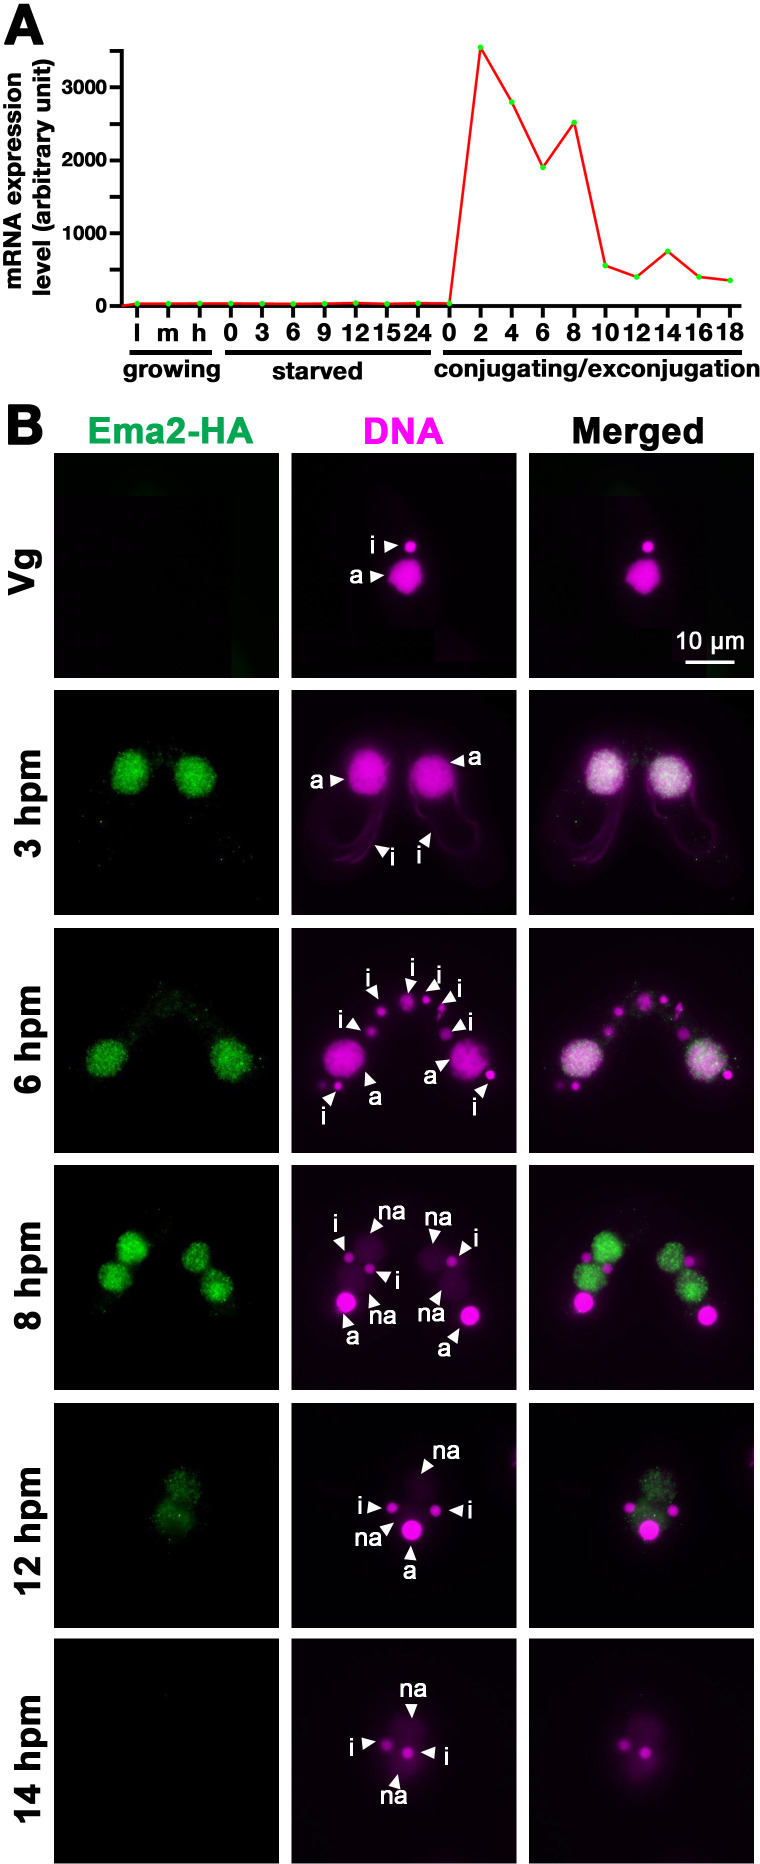
Ema2 is expressed during conjugation and localized in the macronucleus (MAC). (**A**) *EMA2* mRNA expression levels (in an arbitrary unit) in growing *Tetrahymena* cells in low (l), middle (m), and high (h) cell concentrations, starved cells from 0 to 24 hr, and cells in the conjugation and post conjugation stages from 0 to 18 hr post-mixing (hpm) are shown. The mRNA expression data were obtained from Miao et al., 2009. (**B**) Ema2 localization. Two Ema2-HA strains were mated and fixed at the indicated time points (Vg = vegetative cell). An anti-HA antibody was used to localize Ema2-HA (green), and DNA was stained with DAPI (magenta). The micronucleus (MIC), the parental MAC, and the newly formed MAC are marked with arrowheads with ‘i,’ ‘a,’ and ‘na,’ respectively. All pictures share the scale bar.

### Ema2 is required for completing DNA elimination

DNA elimination of exconjugants (sexual progeny) at 36 hpm was analyzed by DNA fluorescent in situ hybridization (FISH) using probes complementary to the transposable element Tlr1 (Wuitschick et al., 2002). DNA elimination is completed by ~14–18 hpm in wild-type cells (Austerberry et al., 1984; Mutazono et al., 2019), and the Tlr1 element was detected only in the MICs in the exconjugants from wild-type cells (Figure 2A, WT). In contrast, the Tlr1 element was detected in both the MICs and the MACs in the exconjugants from the *EMA2* somatic KO strains, in which all *EMA2* copies in the MAC were disrupted (Shehzada and Mochizuki, 2022; Figure 2A, KO). The intensity of the FISH signal in the new MACs was lower in the exconjugants from the *EMA2* KO cells than in those from the *TWI1* KO cells (Figure 2B), in the latter of which DNA elimination is known to be completely blocked (Noto et al., 2015). Therefore, DNA elimination was partially blocked in the exconjugants of *EMA2* KO cells. Consistent with the requirement of DNA elimination in the viability of sexual progeny (Cheng et al., 2010; Vogt and Mochizuki, 2013), *EMA2* KO cells did not produce viable progeny (Figure 2C). Altogether, we conclude that maternally expressed *EMA2* is required for completing DNA elimination.

**Figure 2.**
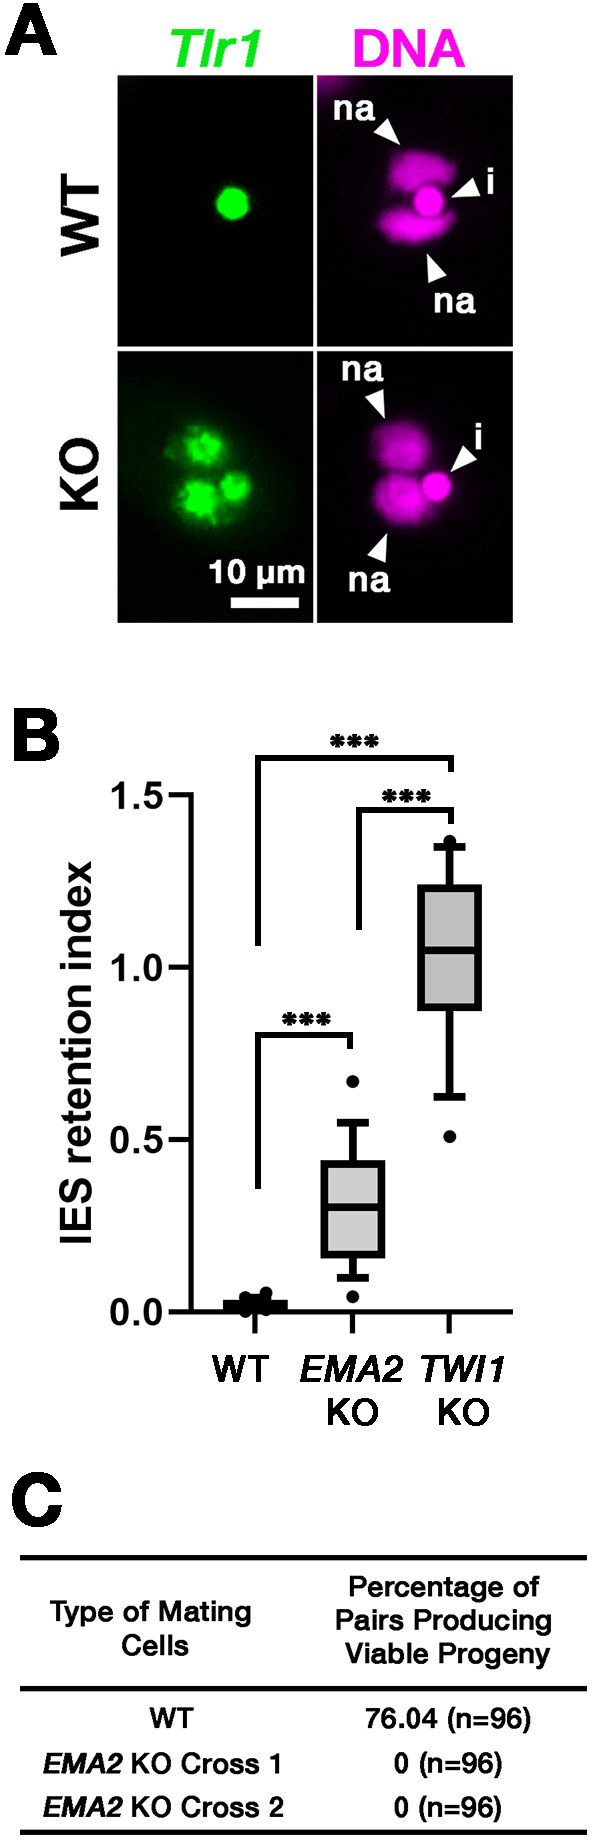
Ema2 is required for completing DNA elimination. (**A**) Two wild-type (WT) or two *EMA2* somatic KO (KO) cell lines were mixed, and their exconjugants at 36 hpm were analyzed by DNA-fluorescent in situ hybridization (FISH) with fluorescent probes complementary to the Tlr1 element (green). DNA was counterstained with DAPI (magenta). The micronucleus (MIC) and the new macronucleus (MAC) are marked with arrowheads with ‘i’ and ‘na’, respectively. All pictures share the scale bar. (**B**) Exconjugants from wild-type (WT) cells, *EMA2* somatic KO cells, and *TWI1* KO cells were stained as in (**A**), the IES retention index was calculated (see Materials and Methods for details) from 20 cells each, and shown as box plots. The whiskers represent 10-90 percentile. Three asterisks (***) indicate a p-value of less than 0.001 in the Welch two-sample t-test. (**C**) Two wild-type (WT) cells and two independent crosses of *EMA2* somatic KO cells (Cross 1 and 2) were mated, and the conjugating pairs were isolated for the viability test. The percentages of pairs that gave rise to viable sexual progeny are shown. ‘n’ represents the number of total pairs tested.

### Ema2 is required for target-directed small RNA degradation (TDSD)

We next asked whether *EMA2* is involved in TDSD. The production of scnRNAs occurs from IESs and their surrounding MDS regions in the MIC at the early conjugation stages (~2–3 hpm), and scnRNAs complementary to the MAC genome (=MDSs) are subjected to TDSD in the parental MAC in the mid-conjugation stages (~3–7 hpm), resulting in the selective retention of IES-derived scnRNAs that later target IESs for DNA elimination in the new MAC (Aronica et al., 2008; Mochizuki and Gorovsky, 2004b; Noto et al., 2015; Schoeberl et al., 2012). We first compared scnRNAs at different conjugation stages by northern blot analysis using the 50-nt Mi-9 probe that is complementary to a repetitive sequence found in both IESs and MDSs (Aronica et al., 2008). Because scnRNAs detected by this probe are complementary to the MAC genome, in wild-type cells, the Mi-9-complementary scnRNAs were detected at 3 hpm, reduced at 4.5 hpm, and became undetectable at 6 hpm due to TDSD (Figure 3A, WT). In contrast, the Mi-9-complementary scnRNAs remained detectable at 6 hpm in the *EMA2* KO cells (Figure 3A, KO), suggesting that Ema2 is required for TDSD.

**Figure 3.**
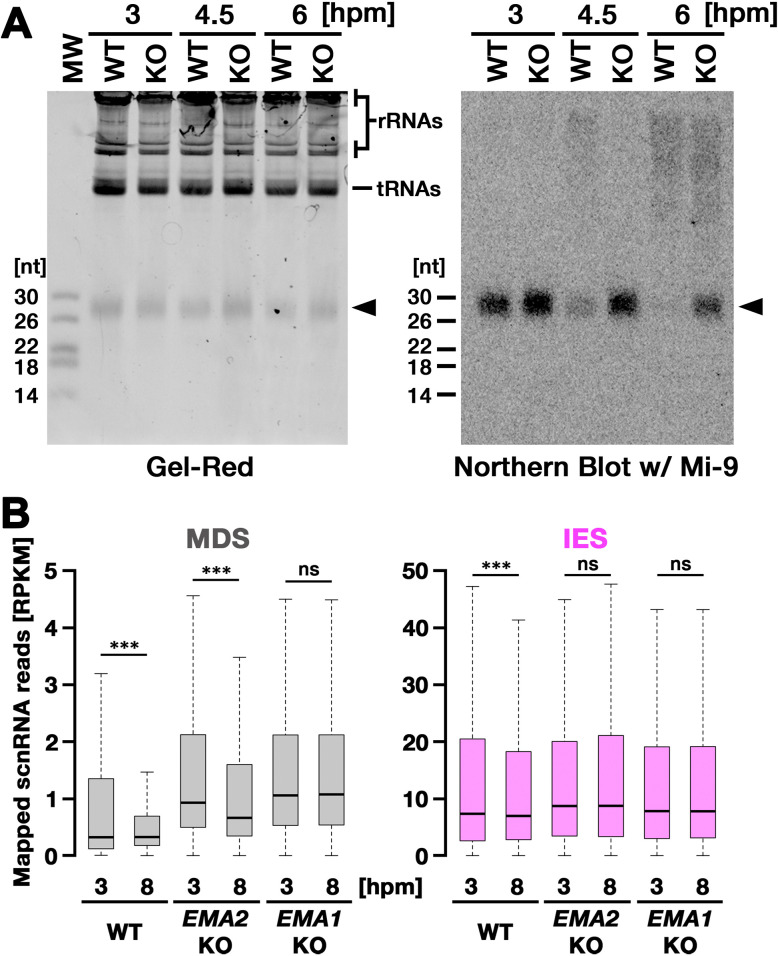
Ema2 is required for target-directed small RNAs (scnRNA) degradation (TDSD). (**A**) Total RNA was isolated from conjugating wild-type (WT) and *EMA2* somatic KO (KO) cells at 3, 4.5, and 6 hr post-mixing (hpm), separated in denaturing gel and stained with the nucleic acid dye Gel-Red (right). Then, RNA was transferred to a membrane and hybridized with the radioactive Mi-9 probe, which is complementary to a repetitive sequence in MDSs (right). (**B**) Small RNAs from conjugating wild-type (WT), *EMA2* somatic KO, and *EMA1* somatic KO strains were isolated at 3 and 8 hpm and analyzed by high-throughput sequencing. Normalized numbers (RPKM [read per kilobase of unique sequence per million]) of sequenced small RNAs (26–32 nt) that uniquely matched to the macronuclear-destined sequences (MDS) (left) or internal elimination sequence (IES) (right) genomic tiles (see Materials and methods) are shown as box plots. The median value is represented by the horizontal bar in the box. The minimum and maximum values are indicated by the bars on top and bottom of the box, respectively, with 1.5 x the interquartile range (IQR). Three asterisks (***) and ‘ns’ respectively indicate a p-value of less than 0.001 and more than 0.05 in the Wilcoxon rank sum test. Figure 3—source data 1.The raw data of northern blot (top) and Gel-red stained gel (bottom) without (Figure_3 A_Original) and with (Figure_3 A_Original-marked) marks of the positions of regions used for Figure 3A.

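Small RNA libraries from 4 samples of conjugating *EMA2* somatic KO cells were analysed, from cross 1 and cross 2 at 3 and 8 hpm, so that each time point had 2 libraries. The 2 crosses are matings of *EMA2* somatic KO strains, in which the gene was disrupted in the MAC, and are treated here as the replicates. The paper describes the crosses as independent for the viability test of Figure 2C, and its reporting checklist describes the replicates of the study as technical, so an SD over the 2 crosses is given without a claim on which kind they are. The wild-type and *EMA1* KO libraries were not analysed here. For each library the authors deposited 1 RPKM value per MDS tile and per IES tile, that is, the number of uniquely matching small RNAs per kilobase of unique sequence of the tile, scaled by the library total, without pooling the crosses. Because these values are whole reads divided by a tile length and a library total, the totals could be recovered from them. They were 4651238 reads for cross 1 and 3509330 for cross 2 at 3 hpm, and 13455358 for cross 1 and 11054597 for cross 2 at 8 hpm. The libraries labelled 8 hpm were thus 2.89 times as deep in cross 1 and 3.15 times as deep in cross 2 as those labelled 3 hpm. The numbers the authors gave the libraries lay 2 apart at 3 hpm and 6 apart at 8 hpm but at least 16421 apart between the time points, so that a batch would coincide with the time point as labelled and the batch and the time point cannot be told apart. The labels were also set against Figure 3B. The lower quartile, median, upper quartile and upper whisker of MDS and IES tiles in the *EMA2* KO box at 3 hpm, 8 statistics in all, lay within 5% of the library labelled cross 1 at 3 hpm. The 8 statistics of the *EMA2* KO box at 8 hpm lay within 5% of the library labelled cross 2 at 3 hpm, and each library labelled 8 hpm matched at most 4 of the 8 statistics of either *EMA2* KO box. From that 8 hpm box, the library labelled cross 2 at 3 hpm deviated by at most 4.09%. The libraries labelled 8 hpm deviated by up to 16.4% (cross 1) and 15.2% (cross 2). The IES medians were 8.69 and 8.72 in cross 1 at 3 and 8 hpm and 8.71 in cross 2 at 3 hpm. IES statistics thus hardly separate these libraries, and the match rests mainly on MDS statistics. Box values were read by eye and no other tolerance was tried. The boxes of the other strains were not compared. The labels are used here, and each library is named by its label. As an alternative, the labels of the libraries labelled cross 1 at 8 hpm and cross 2 at 3 hpm were exchanged. Values under this exchange, called the Figure 3B pairing and chosen after seeing the data, are given where they change a direction or a call. In that pairing, libraries with neighbouring numbers would come from different time points, and a batch would coincide with the cross and not with the time point.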

We also analyzed TDSD by small RNA sequencing at 3 and 8 hpm. 

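Of the reads in the library total, 17.6% (cross 1) and 13.6% (cross 2) lay on MDS tiles in the libraries labelled 3 hpm, and 16.1% and 14.5% in those labelled 8 hpm. IES tiles took 36.4% and 35.3% of the reads at 3 hpm and 38.1% and 38.3% at 8 hpm. The median MDS tile held 41 reads in cross 1 and 22 in cross 2 at 3 hpm, and 94 and 72 reads at 8 hpm, which corresponds to a counting error (SD) of 15.6%, 21.3%, 10.3% and 11.8% of the tile's value. The median IES tile held 120 and 90 reads at 3 hpm and 352 and 312.5 at 8 hpm. These errors cover counting only. The crosses were separate libraries and differed by more than the sampling noise at each time point, with a chi-square per degree of freedom over MDS tiles of 5.52 at 3 hpm and 11.3 at 8 hpm. Across MDS tiles, which are not independent replicates, log2(RPKM + 0.1) of the 2 crosses had a Pearson correlation of 0.93 and a Spearman correlation of 0.925 at 3 hpm, and of 0.959 and 0.955 at 8 hpm. Across IES tiles the Pearson correlation was 0.955 at 3 hpm and 0.983 at 8 hpm.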

Sequenced 26- to 32-nt small RNAs, which correspond to scnRNAs (Schoeberl et al., 2012), were mapped to the genomic tiles of MDSs and IESs (see Materials and methods). 

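In the 2 libraries whose values match the *EMA2* KO boxes of Figure 3B, the median RPKM of the 10235 MDS tiles was 0.927 (labelled cross 1 at 3 hpm) and 0.661 (labelled cross 2 at 3 hpm), a ratio of 0.713. Over all 4 libraries as labelled, the median fell from 0.927 at 3 hpm to 0.731 at 8 hpm in cross 1, a ratio of 0.788, and rose from 0.661 to 0.693 in cross 2, a ratio of 1.05. The mean of the crosses was 0.712 ± 0.0265 (SD, n = 2) at 8 hpm, a ratio of 0.897 to 3 hpm, and the difference was within the spread between crosses (two-sided exact permutation test, p = 1, where 2 libraries against 2 cannot give a p below 0.33). The pair of libraries that matches the boxes, chosen after seeing the data, differed most from this ratio, followed by leaving out cross 1, which gave the 1.05 of cross 2. The direction of cross 2 depends on the scaling, since its ratio was 0.960 with each library scaled to the same IES median and 0.963 with each scaled to the same sum of RPKM, where cross 1 had 0.786 and 0.770 (two-sided exact permutation tests, p = 0.667 and p = 0.33). In the Figure 3B pairing, chosen after seeing the data, the ratio was 0.817, with 0.949 in the other pair (two-sided exact permutation test, p = 0.33, the smallest p possible). A rank-sum statistic over tiles, as in the figure, compares these libraries and not the condition, since tiles are not replicates. With the crosses averaged, an MDS tile at 3 hpm exceeded one at 8 hpm with a probability of 52.3% (two-sided permutation test with 100000 permutations, p = 1e-05, the smallest they can give). This probability was 55.5% in cross 1 and 47.9% in cross 2 as labelled, and in the Figure 3B pairing it was 58.9% in the pair that matches the boxes and 51.3% in the other. The median tile-wise log2 change was -0.20 in cross 1 and 0.12 in cross 2, and 33.3% of MDS tiles were lower and 26.8% higher at 8 hpm in both crosses. In the Figure 3B pairing the median changes were -0.39 and -0.079, with 55.0% of MDS tiles lower and 9.89% higher in both pairs.

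**Figure D1:**
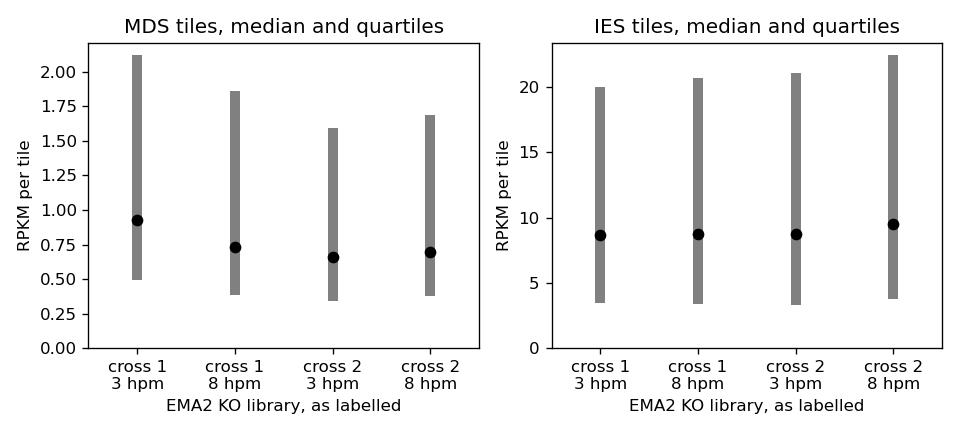
RPKM per tile of MDS tiles (left) and IES tiles (right) in each *EMA2* KO library, named by its label. Points are medians and grey bars span the quartiles over tiles; the MDS median is 0.927 and 0.731 in cross 1 and 0.661 and 0.693 in cross 2.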

Although scnRNAs that mapped many of the MDS tiles were greatly reduced from 3 to 8 hpm due to TDSD in the wild-type cells (Figure 3B, left, WT), those in the *EMA2* KO cells were only slightly reduced by 8 hpm (Figure 3B, left, *EMA2* KO). 

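At 3 hpm the median RPKM of MDS tiles in the *EMA2* KO libraries as labelled was 0.794 ± 0.188 (SD, n = 2). The upper quartile was 2.12 in cross 1 and 1.6 in cross 2. The library labelled cross 2 is the one whose values match the 8 hpm box of Figure 3B. The wild-type cells were not analysed here, so the difference between the strains at 3 hpm was not measured.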

Because TDSD takes place concurrently with the scnRNA production (Schoeberl et al., 2012), the increased abundance of MDS-complementary scnRNAs at 3 hpm in the *EMA2* KO cells compared to the wild-type cells can also be attributed to the necessity of Ema2 in TDSD. This TDSD defect in the *EMA2* KO cells seems milder than that in the *EMA1* KO cells, in which the amount of MDS-complementary scnRNAs remained constant until 8 hpm (Figure 3B, left, *EMA1* KO), indicating that Ema1 and Ema2 act differently in TDSD. In contrast, the amounts of scnRNAs complementary to IES tiles at 3 hpm and 8 hpm were comparable in all strains (Figure 3B, right), which is consistent with previous observations that only scnRNAs complementary to MDSs are targeted for TDSD. These results suggest that Ema2 is required for TDSD at the genome-wide level. 

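In the *EMA2* KO libraries as labelled, the median RPKM of the 4691 IES tiles was 8.69 at 3 hpm and 8.72 at 8 hpm in cross 1, and 8.71 and 9.52 in cross 2. The mean of the crosses was 8.7 ± 0.0138 (SD, n = 2) at 3 hpm and 9.12 ± 0.567 (SD, n = 2) at 8 hpm, a ratio of 1.05 (two-sided exact permutation test, p = 0.33, the smallest p that 2 libraries against 2 allow). With each library scaled to the same sum of RPKM over MDS and IES tiles, the direction changed and the ratio was 0.992. In the 2 libraries that match the boxes, the ratio was 1.00. With the crosses averaged, an IES tile at 3 hpm exceeded one at 8 hpm with a probability of 48.9% (two-sided permutation test over tiles, p = 0.0623). The rank-sum statistic leaves out that the same tiles were measured at both times. A signed-rank statistic on the tile-wise difference, which keeps this pairing, gave p = 1e-05 (permutation test, the smallest p it can give). A share of 0.378 of the tiles that differed was higher at 3 hpm. Both tests treat tiles as independent, which they are not. The median MDS tile divided by the median IES tile, which does not depend on the per-million total, was 0.107 at 3 hpm and 0.0839 at 8 hpm in cross 1, and 0.0759 and 0.0729 in cross 2. This ratio fell by 21.4% in cross 1 and fell by 4.01% in cross 2 (two-sided exact permutation test of the 4 libraries, p = 0.667). The wild-type and *EMA1* KO strains were not analysed here.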

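Tile by tile, limma on log2(RPKM + 0.1) of the *EMA2* KO libraries as labelled called 0 of 10235 MDS tiles changed between 3 and 8 hpm at an adjusted p under 0.05 (Benjamini-Hochberg), and 637 tiles had an unadjusted p under 0.05, of which 499 were lower at 8 hpm. With the cross as a replicate block, 415 MDS tiles were called, 286 lower and 129 higher at 8 hpm. A fit with the block leaves 1 residual degree of freedom per tile, so its calls lean on the variance that limma pools over tiles. Its smallest adjusted p over MDS tiles was 1.65e-116 from limma, which 4 libraries alone could not give. In the Figure 3B pairing, chosen after seeing the data, 302 were called without the block, 221 lower and 81 higher, and 1037 with it. Among 4679 IES tiles above 0 RPKM in any library, 14 were called as labelled, 2 lower and 12 higher at 8 hpm, against 826 with the block, 307 lower and 519 higher. In the Figure 3B pairing 1 IES tile was called, lower at 8 hpm, and 276 with the block, 167 lower and 109 higher. With no change, a share of about 0.05 of the tested tiles would have an unadjusted p under 0.05. The split of IES tiles at this limit was 295 lower and 540 higher as labelled and 133 lower and 89 higher in the Figure 3B pairing. The 222 tiles of the Figure 3B pairing are fewer than that share of the 4679 tested. Their split is therefore not read as a direction. IES tile 1153 rose from 6.00 to 20.8 RPKM in cross 1 and from 4.63 to 14.2 in cross 2 (log2 change 1.69, standard error 0.22, adjusted p = 0.0478 from limma). IES tile 314 rose from 12.0 to 29.2 RPKM in cross 1 and from 8.60 to 27.6 in cross 2 (log2 change 1.47, standard error 0.18, adjusted p = 0.0433 from limma). With the libraries scaled to the same IES median, 0 IES tiles were called and 895 had an unadjusted p under 0.05, so these 2 calls depend on the scaling. They also depend on the labels, since in the Figure 3B pairing the log2 change was -0.45 for IES tile 1153 (adjusted p = 0.95 from limma) and -0.28 for IES tile 314 (adjusted p = 0.964 from limma). When MDS tiles were put into 4 equal groups by their RPKM at 3 hpm in the other cross, the median log2 change was -0.22 in the lowest and -0.04 in the highest group of cross 1, and 0.16 and 0.15 in cross 2. In the Figure 3B pairing these values were -0.34 and -0.36 in the pair that matches the boxes, and 0.013 and -0.15 in the other. The log2 changes of the 2 crosses had a Spearman correlation of 0.459 across MDS tiles. From the slight reduction of MDS-complementary scnRNAs in the *EMA2* KO cells beside the great reduction in wild-type cells, and the comparable IES-complementary scnRNAs, the paper proposes that Ema2 is required for TDSD genome-wide.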

Because it is known that loss of TDSD results in a partial block of DNA elimination (Aronica et al., 2008), the mild DNA elimination defect in *EMA2* KO cells (Figure 2B) can be explained by the requirement of Ema2 in TDSD.

### Ema2 is required for the accumulation of SUMOylated proteins during conjugation

Ema2 possesses an SP-RING domain that has been found in many SUMO E3 ligases (Hochstrasser, 2001). The SP-RING domain of Ema2 is atypical (Figure 4A) in that the first cysteine of the zinc ion-binding residues in typical counterparts is replaced by histidine and some of the stabilizer residues (Duan et al., 2009; Yunus and Lima, 2009) are likely missing. SUMOylation is catalyzed by the sequential actions of E1, E2, and in most cases, E3 enzymes and thus Ema2 should interact with the E2 enzyme if it acts in SUMOylation. We indeed found that Ema2 can directly interact with the *Tetrahymena* SUMO E2 enzyme Ubc9 in vitro (Figure 4B), suggesting that Ema2 is a bona fide SUMO E3 ligase.

**Figure 4.**
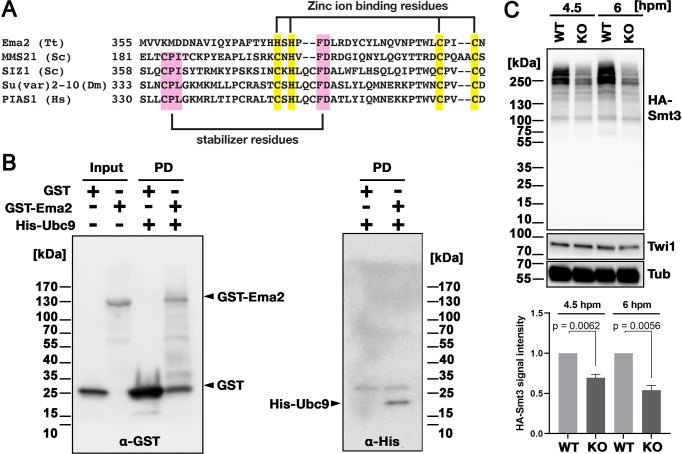
Ema2 acts as a SUMO E3 ligase. (**A**) The SP-RING domain of Ema2 is compared with that of MMS21 and SIZ1 in *S. cerevisiae*, Su(var)2–10 in *D. melanogaster* and PIAS1 in *H. sapiens*. The conserved cysteine and histidine residues that are involved in zinc ion binding are highlighted in yellow. The residues that stabilize the domain structure of some SP-RING domain proteins are marked with pink. (**B**) GST alone (GST), GST-tagged Ema2 (GST-Ema2), and His-tagged Ubc9 (His-Ubc9) were recombinantly expressed in *E. coli* and purified. GST and GST-Ema2 were immobilized on glutathione beads and incubated with His-Ubc9. Proteins retained on the beads were eluted, and the input and eluted proteins (PD) were analyzed by western blotting using anti-GST (left) and anti-His (right) antibodies. (**C**) An *EMA2* somatic KO strain expressing HA-tagged Smt3 was crossed with a wild-type strain (WT cross, WT) or another *EMA2* somatic KO strain (*EMA2* KO cross, KO), and their total proteins at the indicated time points were analyzed by western blotting using anti-HA (top), anti-Twi1 (middle) and anti-alpha tubulin (bottom) antibodies. The signal intensities of the anti-HA blots in the individual entire lanes were quantified in three independent experiments. The values in the WT cross were normalized to 1, and their means and standard deviations are presented as a bar graph, with p-values determined by the Welch two-sample t-test. Figure 4—source data 1.The raw data of western blot without (Figure_4B_Original) and with (Figure_4B_Original-marked) marks of the positions of regions used for Figure 4B. Figure 4—source data 2.The raw data of western blot without (Figure_4 C_Original) and with (Figure_4 C_Original-marked) marks of the positions of regions used for Figure 4C.

**Figure 4—figure supplement 1.**
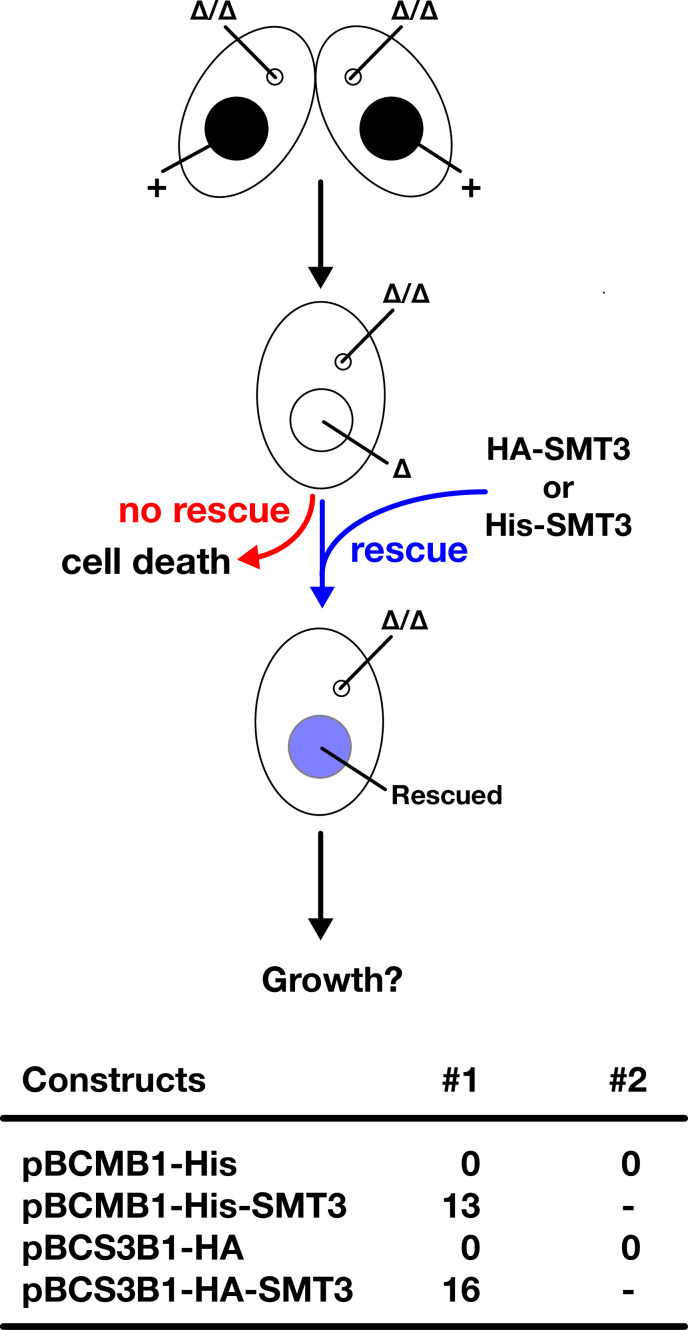
HA-tagged Smt3 (HA-Smt3) and His-Smt3 can replace the essential function of Smt3. (Top) Schematic representation of genetic rescue experiment of *SMT3* KO. Two *SMT3* KO homozygous heterokaryon strains were mated and *His-SMT3 or HA-SMT3* constructs (or their corresponding vectors without the SMT3 gene) were introduced into the macronucleus (MAC) of their progeny (*SMT3* KO homozygous homokaryon). The progeny survives only when the introduced construct can replace the functions of *SMT3* in vegetative cells. (Bottom) Number of obtained *SMT3* KO homozygous homokaryon strains that were genetically rescued by 10 µg DNA of the indicated constructs are shown. For the empty constructs (pBCMB1-His and pBCS3B1-HA), two transformation experiments (#1 and #2) were done to confirm their inability to restore the cell viability of KO cells.

To examine the role of Ema2 in SUMOylation, we expressed HA-tagged Smt3 (HA-Smt3) in an *EMA2* KO strain. SUMO is solely encoded by *SMT3* in *Tetrahymena* (Nasir et al., 2015), and HA-Smt3 could replace the essential function of endogenous Smt3 (Figure 4—figure supplement 1). We then crossed this strain with either a wild-type strain (called the WT cross) or another *EMA2* KO strain (called the *EMA2* KO cross). Because proteins and mRNAs are exchanged between two mating pairs through the conjugation junction, *EMA2* mRNA/Ema2 protein expressed in the wild-type partner of the WT cross is expected to move into the *EMA2* KO partner and restore the *EMA2* KO phenotypes.

Total proteins were harvested at 4.5 and 6 hpm, and SUMOylated proteins were detected by western blotting using an anti-HA antibody (Figure 4C). At both time points, high molecular weight proteins (mainly >200 kDa) were detected in the WT cross (Figure 4C, WT), and they were reduced to ~50% in the *EMA2* KO cross (Figure 4C, KO). These results indicate that Ema2 is the major SUMO E3 ligase during the mid-conjugation stages. The remaining Ema2-independent SUMOylation is likely mediated by other SUMO E3 ligases (including the SP-RING containing proteins TTHERM_00227730, TTHERM_00442270 and TTHERM_00348490), and/or E3-independent SUMOylation (Sampson et al., 2001). The requirement of protein SUMOylation in DNA elimination was previously demonstrated in *Paramecium* by RNAi knockdown of *UBA2,* the gene encoding the SUMO E1 enzyme*,* and *SUMO* (Matsuda and Forney, 2006). Therefore, the involvement of a SUMO pathway in DNA elimination is likely conserved among ciliates.

### Ema2 is required for SUMOylation of Spt6

Next, to identify the SUMOylation target(s) of Ema2, we introduced a construct expressing His-tagged Smt3, which can also replace the essential function of Smt3 (Figure 4—figure supplement 1 ), into an *EMA2* KO strain and crossed it with a wild-type strain (WT cross) or another *EMA2* KO strain (KO cross). Then, SUMOylated proteins at 6 hpm were concentrated using nickel-NTA beads and identified by mass spectrometry. We additionally examined the mating of wild-type strains without His-Smt3 expression and excluded any proteins identified with a log2 label-free quantification (LFQ) score above 25 or those possessing more than six consecutive histidine residues in this analysis, considering them as proteins binding to the nickel-NTA beads without His-Smt3 conjugation. Although most of the proteins were detected similarly between the WT cross and *EMA2* KO cross, Spt6, the most abundantly detected protein in the WT cross, was detected at a much lower level in the *EMA2* KO cross (Figure 5A). This result suggests that Spt6 is the major Ema2 target for SUMOylation.

**Figure 5.**
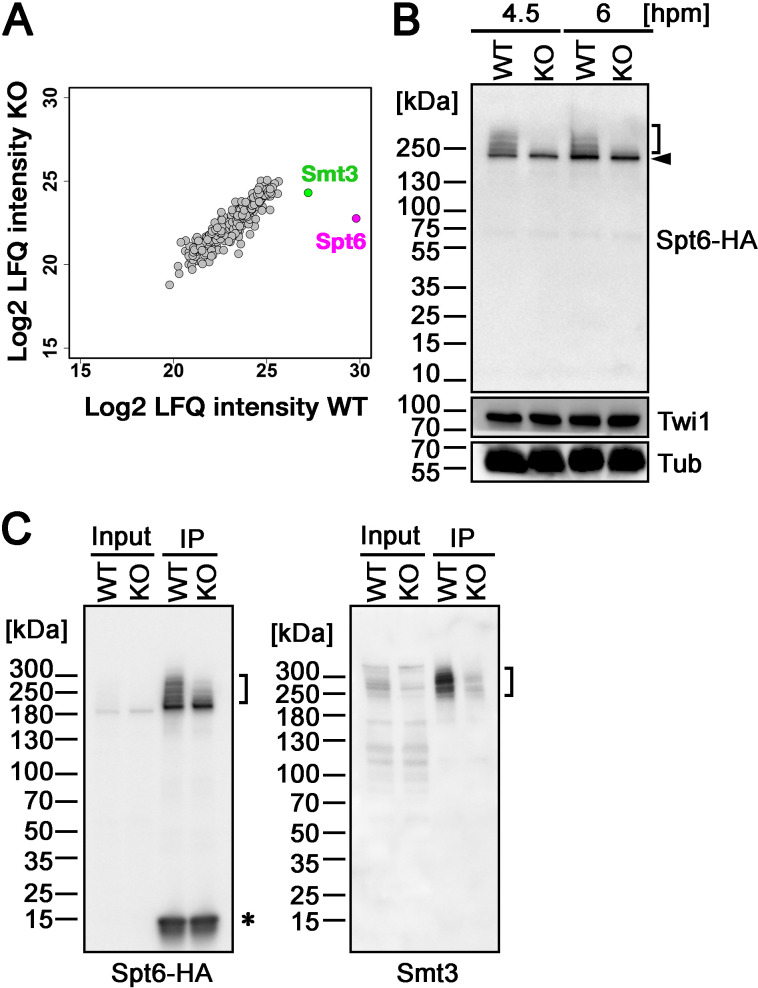
Ema2 promotes SUMOylation of Spt6. (**A**) A construct expressing His-tagged Smt3 (His-Smt3) was introduced into a wild-type and an *EMA2* somatic KO strain and crossed with another wild-type (WT cross) or *EMA2* somatic KO strain (*EMA2* KO cross). Proteins were harvested at 6 hpm, and His-Smt3-conjugated proteins were purified with Ni-NTA beads from conjugating cells and analyzed by mass spectrometry. Values of log base 2 of label-free quantification (LFQ) intensities of each identified protein between the WT cross (WT) and *EMA2* KO cross (KO) were compared. (**B**) A construct expressing HA-tagged Spt6 (Spt6-HA) was introduced into an *EMA2* somatic KO strain and crossed with a wild-type (WT-cross, WT) or another *EMA2* somatic KO (KO-cross, KO) strain. Total proteins were harvested at 4.5 and 6 hpm, and Spt6-HA was detected by western blotting using an anti-HA antibody. Twi1 and alpha-tubulin (Tub) were also analyzed to monitor mating efficiency and loading, respectively. The positions of modified and unmodified Spt6-HA proteins are marked with a bracket and an arrowhead, respectively. (**C**) Total proteins were harvested from WT and KO crosses at 6 hpm (input), and Spt6-HA was immunoprecipitated using an anti-HA antibody (IP). The purified proteins were analyzed by western blotting using an anti-HA (left) or an anti-Smt3 (right) antibody. SUMOylated Spt6 proteins are marked with brackets. Unidentified protein cross-reacting with the anti-HA antibody is marked with an asterisk. Figure 5—source data 1.The raw data of western blot without (Figure_5B_Original) and with (Figure_5B_Original-marked) marks of the positions of regions used for Figure 5B. Figure 5—source data 2.The raw data of western blot without (Figure_5 C_Original) and with (Figure_5 C_Original-marked) marks of the positions of regions used for Figure 5C.

**Figure 5—figure supplement 1.**
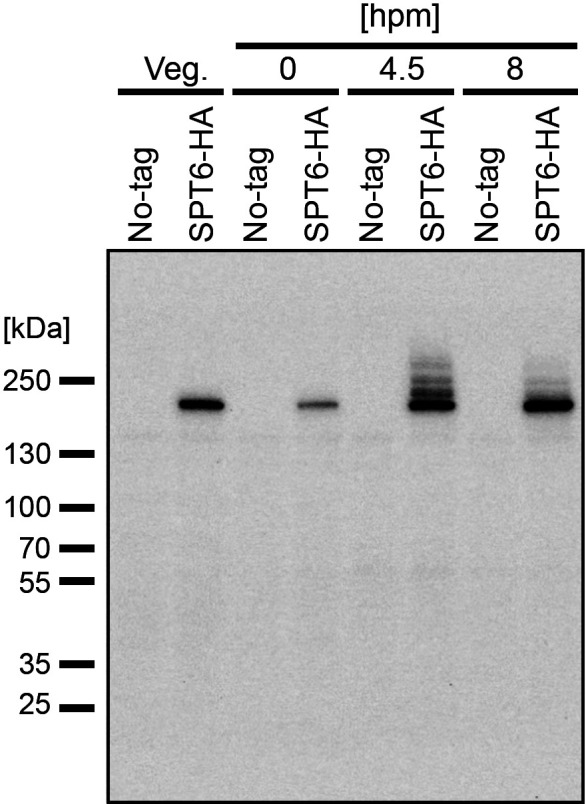
Slower migrating Spt6 species appear during conjugation. A construct expressing HA-tagged Spt6 (Spt6-HA) was introduced into a wild-type strain to produce a *SPT6*-HA strain. Total proteins were harvested either from vegetatively growing the *SPT6-HA* strain (Veg) or from mating *SPT6-HA* strain with another wild-type strain at 0, 4.5, and 6 hpm. As a control, the same wild-type strain without the Spt6-HA-expressing construct (No-tag) was analyzed similarly. Spt6-HA was detected by western blotting using an anti-HA antibody. Figure 5—figure supplement 1—source data 1.The raw data of western blot without (Figure_5-figure supplement_1_Original) and with (Figure_5-figure supplement_1_Original-marked) marks of the positions of regions used for Figure 5—figure supplement 1.

To confirm the Ema2-dependent SUMOylation of Spt6, we introduced a construct expressing HA-tagged Spt6 (Spt6-HA) from the endogenous *SPT6* locus into an *EMA2* KO strain and mated it with a wild-type strain (WT cross) or another *EMA2* KO strain (*EMA2* KO cross). Then, total proteins harvested at 4.5 and 6 hpm were analyzed by western blotting using an anti-HA antibody (Figure 5B). In the WT cross, a slower migrating population of Spt6-HA was detected in addition to a band corresponding to unmodified Spt6-HA at both time points (Figure 5B, WT). In contrast, slower migrating Spt6-HA was barely detectable in the *EMA2* KO cross (Figure 5B, KO). Then, to examine the timing of the appearance of the slower migrating Spt6 species, we introduced the same Spt6-HA-expressing construct into a wild-type strain and Spt6-HA was analyzed by western blotting (Figure 5—figure supplement 1). Consistent with the Ema2-dependent appearance of the slower migrating Spt6-HA, they were not detected in growing and starved vegetative wild-type cells (Figure 5—figure supplement 1, Veg and 0 hpm, respectively) when Ema2 was not expressed (Figure 1). The slower migrating Spt6-HA was also detected at 8 hpm when the new MAC was already formed (Figure 5—figure supplement 1, 8 hpm) suggesting that Spt6 is possibly SUMOylated also in the new MAC.

The nature of slower migrating species of Spt6-HA was further examined by immunoprecipitating Spt6-HA using an anti-HA antibody. Among the total purified Spt6-HA (Figure 5C, left, IP-WT), the slower migrating species were detected by an anti-Smt3 antibody in the WT cross (Figure 5C, right, IP-WT), and such SUMOylated Spt6-HA species were greatly reduced in the *EMA2* KO cross (Figure 5C, KO). These results indicate that the slower migrating species of Spt6 are SUMOylated Spt6 and Ema2 is required for the majority of SUMOylation of Spt6 during the mid-conjugation stages. The remaining SUMOylation observed on Spt6 in the absence of Ema2 is likely facilitated by other SUMO E3 ligases and/or E3-independent SUMOylation, as discussed earlier for the other instances of Ema2-independent SUMOylations.

### Ema2 is required for the accumulation of lncRNA in the parental MAC

Spt6 is a conserved regulator of several steps of transcription in various eukaryotes. Because TDSD was proposed to be triggered by the base-pairing interaction between scnRNAs and nascent pMAC-lncRNAs in the parental MAC (Aronica et al., 2008; Noto and Mochizuki, 2018), we hypothesized that Ema2-dependent Spt6 SUMOylation promotes pMAC-lncRNA transcription.

To examine pMAC-lncRNAs, we amplified transcripts spanning IES-MDS borders by RT‒PCR in which MAC-lncRNAs can be distinguished from MIC-lncRNAs by their lengths (Figure 6A). For the three loci examined, pMAC-lncRNAs were detected in wild-type cells but not in *EMA2* KO cells at 6 hpm, although the control *RPL21* mRNA was detected in both conditions (Figure 6A). The lack of detection of pMAC-lncRNAs in *EMA2* KO cells was not due to loss of the primer binding sites by alternative DNA elimination in their prior sexual reproductions, as genomic PCR with the same primer sets detected the corresponding MAC loci in the *EMA2* KO cells (Figure 6—figure supplement 1). We, therefore, conclude that Ema2 is required for the accumulation of pMAC-lncRNAs at least for the three tested loci.

**Figure 6.**
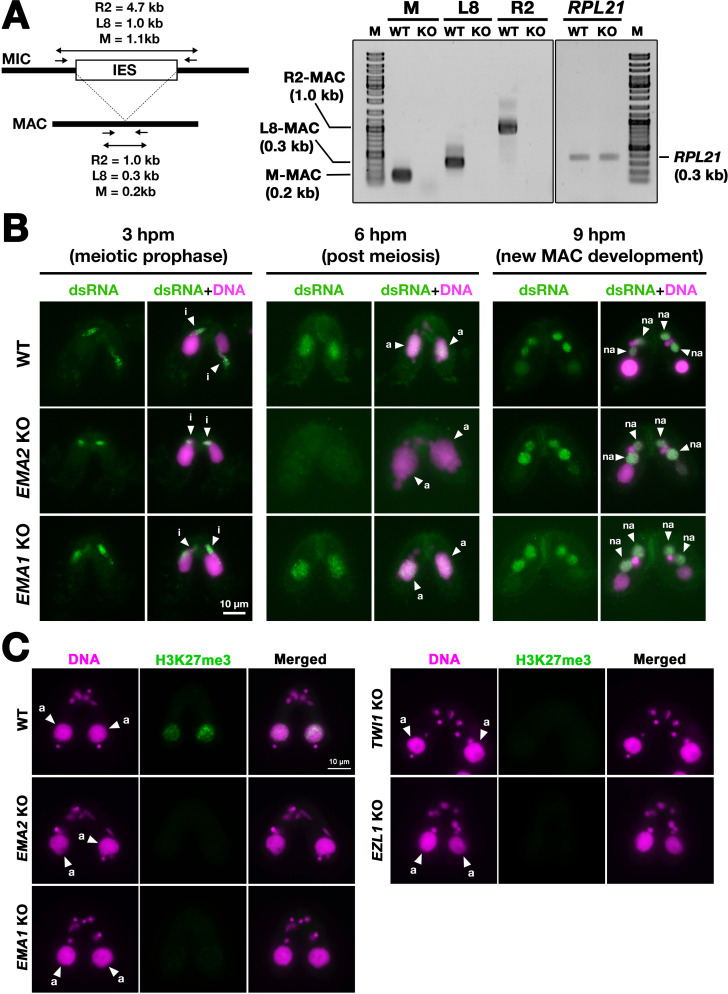
Ema2 is required for the accumulation of long non-coding RNA (lncRNA) transcripts from the parental macronucleus (MAC). (**A**) (Left) Schematic representation of the RT‒PCR assay. The black bars and the open box represent the macronuclear-destined sequence (MDS) and internal elimination sequence (IES), respectively. The arrows represent the primers used for RT‒PCR. The lengths of the PCR amplicons are shown with double-sided arrows. (Right) Wild-type (WT) or *EMA2* somatic KO (KO) cells were mated, and their total RNAs at 6 hpm were used for RT‒PCR. The positions corresponding to the PCR products of lncRNAs from the MAC M, L8, and R2 loci are marked. *RPL21* mRNA was also analyzed as a positive control. (**B**) Conjugating wild-type (WT), EMA2 somatic KO, and EMA1 somatic KO cells at the indicated time points were analyzed by immunofluorescence staining using the anti-long dsRNA antibody J2 (dsRNA, green). DNA was counterstained with DAPI (magenta). The MIC, the parental MAC, and the new MAC are indicated with arrowheads with ‘i,’, ‘a,’and ‘“na,’ respectively. All pictures share the scale bar. (**C**) Heterochromatin formation in the parental MAC. Conjugating wild-type (WT), EMA2 somatic KO, EMA1 somatic KO, TWI1 complete (somatic + germline) KO, and EZL1 somatic KO cells at 6 hpm were analyzed by immunofluorescence staining using an anti-H3K27me3 antibody (green). DNA was counterstained with DAPI (magenta). The micronucleus (MIC) and the parental MAC are marked with arrowheads with ‘i’ and ‘a,’ respectively. All pictures share the scale bar. Figure 6—source data 1.The raw data of ethidium bromide-stained PCR products separated in agarose gels without (Figure_6 A_Original) and with (Figure_6 A_Original-marked) marks of the positions of regions used for Figure 6A.

**Figure 6—figure supplement 1.**
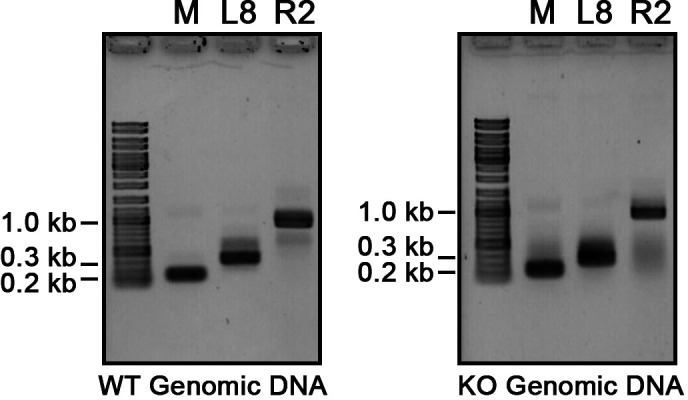
Confirmation of the presence of the corresponding genomic loci that were used to detect long non-coding RNAs (lncRNAs). Genomic DNA from wild-type (WT) and EMA2 somatic KO (KO) were used for PCR with the same primers used for the RT-PCR assay in Figure 6A. Figure 6—figure supplement 1—source data 1.The raw data of ethidium bromide-stained PCR products separated in agarose gels without (Figure_6-figure supplement 1-Original) and with (Figure_6-figure supplement 1-Original-marked) marks of the positions of regions used for Figure 6—figure supplement 1.

The accumulation of lncRNAs was also examined cytologically. As the consequence of the bidirectional lncRNA transcription in the three different nuclei, double-stranded RNAs are accumulated in these nuclei (Aronica et al., 2008; Malone et al., 2005; Mochizuki and Gorovsky, 2005; Woo et al., 2016). As previously reported, immunostaining of wild-type cells using the long double-stranded (ds)RNA-specific J2 antibody (Schönborn et al., 1991; Figure 6B, WT) detected long dsRNAs first in the MIC at its premeiotic stage (3 hpm), then in the parental MAC at the mid stages of conjugation (6 hpm), and finally in the new MAC at late conjugation (9 hpm). In the *EMA2* KO cells, long dsRNAs were detected in the MIC at 3 hpm and in the new MAC at 9 hpm but were undetectable in the parental MAC at 6 hpm (Figure 6B, *EMA2* KO), indicating that Ema2 is specifically required for the accumulation of pMAC-lncRNAs.

In contrast, *EMA1* was dispensable for the accumulation of dsRNAs in the parental MAC (Figure 6B, *EMA*1 KO), which is consistent with the previous notions that Ema1 is required for pMAC-lncRNAs to interact with scnRNAs but not their transcription (Aronica et al., 2008). Although it is unclear whether lncRNAs are single or double-stranded when Ema1 promotes the lncRNA-scnRNAs interaction, the less severe TDSD defect observed in the *EMA2* KO cells compared to the *EMA1* KO cells (Figure 3B) indicates that certain Ema1-dependent TDSD may be initiated by single-stranded lncRNAs or mRNAs that are transcribed independently of Ema2.

In parallel to TDSD, scnRNA-dependent accumulation of H3K27me3, which is catalyzed by the histone methyltransferase Ezl1 within PRC2, occurs in the parental MAC (Liu et al., 2007). We found that H3K27me3 was undetectable in the parental MAC in the *EMA2* KO cells at 6 hpm or in the *EMA1, TWI1,* and *EZL1* KO cells (Figure 6C). Therefore, Ema2 is required for the scnRNA-directed deposition of H3K27me3 in the parental MAC, which can be explained by the loss of the chromatin recruitment of PRC2 by the scnRNA-lncRNA interaction. Altogether, these results indicate that Ema2 is required for the genome-wide accumulation of pMAC-lncRNAs.

### Ema2 facilitates the chromatin association of Spt6 and RNA polymerase II

Next, we analyzed the localization of Spt6 by immunofluorescence staining. In both WT and *EMA2* KO cross described above, Spt6-HA was similarly detected in the MAC at 4.5 hpm (Figure 7A, left) and in the new MAC at 9 hpm (Figure 7—figure supplement 1). We also found that the MAC localization of Rpb3, the third largest subunit of RNA polymerase II (RNAPII) was not affected in the absence of Ema2 (Figure 7A, right). Therefore, at least at the cytological level, the absence of Ema2 does not affect the localization of Spt6 and RNAPII.

**Figure 7.**
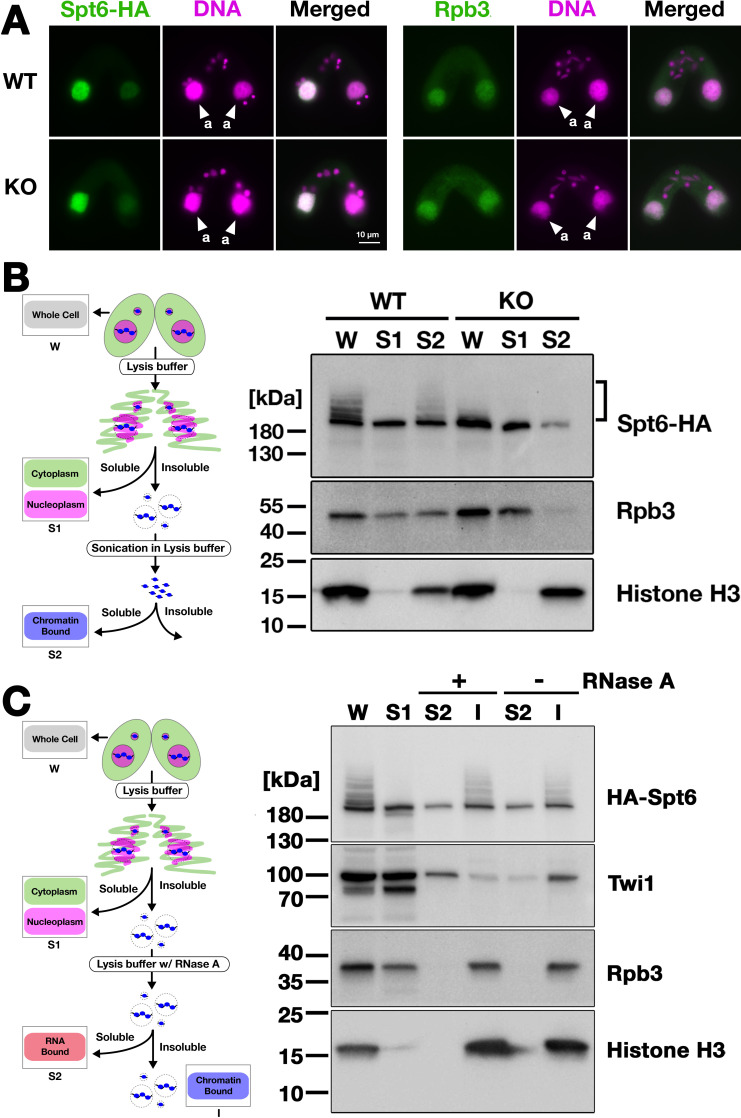
Ema2 facilitates the chromatin association of Spt6 and RNA polymerase II. (**A**) A construct expressing HA-tagged Spt6 (Spt6-HA) was introduced into an *EMA2* somatic KO strain and crossed with a wild-type (WT-cross, WT) or another *EMA2* somatic KO (KO-cross, KO) strain. The localizations of Spt6-HA and Rpb3, the third largest subunit of RNA polymerase II (RNAPII), were analyzed by immunofluorescence staining at 4.5 hpm using anti-HA (left) or anti-Rpb3 (right) antibodies, respectively. DNA was counterstained with DAPI (magenta). The parental macronucleus (MACs) are marked with arrowheads with ‘a.’ All other structures stained by DAPI are micronucleus (MICs). All pictures share the scale bar. (**B**) (Left) Schematic representation of the cell fractionation assay. Conjugating cells were incubated with a lysis buffer that releases cytoplasmic (green) and nucleoplasmic (magenta) proteins to the soluble fraction (**S1**). Then, the insoluble fraction was resuspended in fresh lysis buffer and sonicated. The solubilized fraction after sonication (**S2**) contains fragmented chromatin. (Right) S1 and S2 fractions as well as total cellular proteins (**W**) from WT-cross (WT) and *EMA2* KO-cross (KO) explained in (**A**) at 4.5 hpm were analyzed by western blotting using anti-HA (Spt6-HA), anti-Rpb3, and anti-histone H3 antibodies. The position of SUMOylated Spt6-HA is marked with a bracket. (**C**) (Left) Schematic representation of the cell fractionation assay with RNase treatment. Conjugating cells were incubated with a lysis buffer that releases cytoplasmic (green) and nucleoplasmic (magenta) proteins to the soluble fraction (**S1**). Then, the insoluble fraction was incubated in fresh lysis buffer with (+) or without (-) RNase A, and the solubilized (**S2**) and insoluble (**I**) fractions were obtained. (Right) S1, S2, and I fractions as well as total cellular proteins (**W**) from *SPT6* germline (MAC + MIC) KO strains rescued with the *HA-SPT6-WT* construct (see Figure 8) were analyzed by western blotting using anti-HA (HA-Spt6), anti-Twi1p, anti-Rpb3, and anti-histone H3 antibodies. The position of SUMOylated HA-Spt6 is marked with a bracket. Figure 7—source data 1.The raw data of western blot without (Figure_7B-Original) and with (Figure_7B-Original-marked) marks of the positions of regions used for Figure_7B. Figure 7—source data 2.The raw data of western blot without (Figure_7C-Original) and with (Figure_7C-Original-marked) marks of the positions of regions used for Figure_7 C.

**Figure 7—figure supplement 1.**
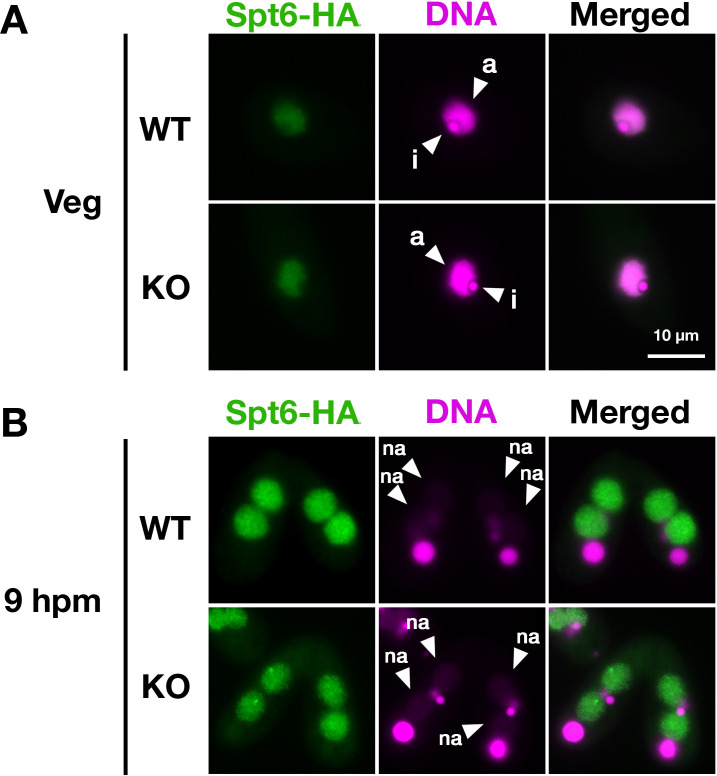
Localization of Spt6 at late conjugation stage. A construct expressing HA-tagged Spt6 (Spt6-HA) was introduced into an *EMA2* somatic KO strain and crossed with a wild-type (WT-cross, WT) or another E*MA2* somatic KO (KO-cross, KO) strain. The localization of Spt6-HA was analyzed by immunofluorescence staining at 9 hpm using an anti-HA antibody. DNA was counterstained with DAPI (magenta). The new macronucleus (MACs) are marked with arrowheads with ‘na.’ All pictures share the scale bar.

**Figure 7—figure supplement 2.**
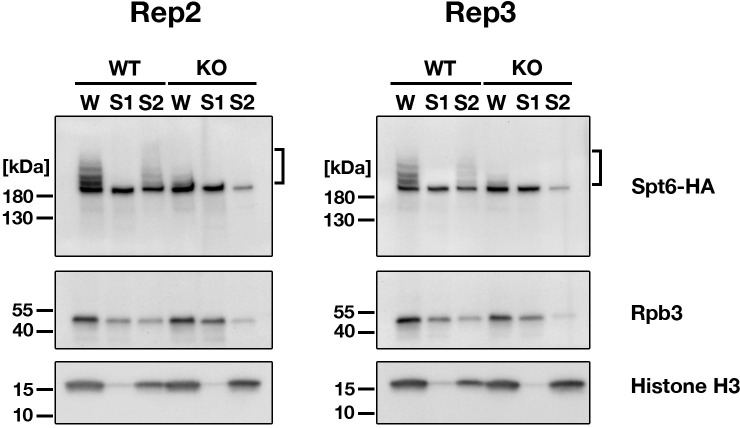
Replicated cell fractionation assay examining the chromatin association of proteins. Conjugating cells were incubated with a lysis buffer that releases cytoplasmic (green) and nucleoplasmic (magenta) proteins to the soluble fraction (**S1**). Then, the insoluble fraction was resuspended in fresh lysis buffer and sonicated. The solubilized fraction after sonication (**S2**) contains fragmented chromatin. S1 and S2 fractions as well as total cellular proteins (**W**) from wild-type (*WT)*-cross (WT) and *EMA2* KO-cross (KO) at 4.5 hpm were analyzed by western blotting using anti-HA (Spt6-HA), anti-Rpb3 and anti-histone H3 (bottom) antibodies. The position of SUMOylated Spt6-HA is marked with a bracket. Figure 7—figure supplement 2—source data 1.The raw data of western blot without (Figure_7-figure supplement 2-Original) and with (Figure_7-figure supplement 2-Original-marked) marks of the positions of regions used for Figure 7—figure supplement 2.

**Figure 7—figure supplement 3.**
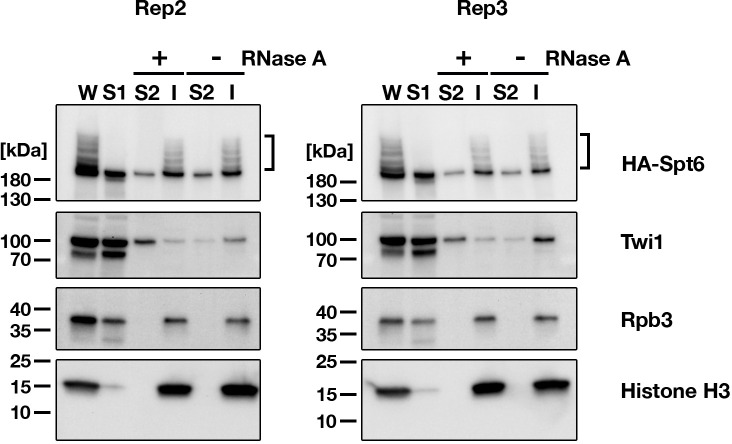
Replicated cell fractionation assay examining proteins associated with the chromatin in an RNA-dependent manner. Conjugating cells were treated with a lysis buffer to release cytoplasmic and nucleoplasmic proteins into the soluble fraction (**S1**). Subsequently, the insoluble fraction was subjected to incubation in fresh lysis buffer with (+) or without (-) RNase A, and the resulting solubilized (**S2**) and insoluble (**I**) fractions were obtained. These fractions, along with total cellular proteins (**W**) from SPT6 germline (macronucleus, MAC + micronucleus, MIC) KO strains rescued with the HA-SPT6-WT construct (refer to Figure 8), were analyzed by western blotting using anti-HA (HA-Spt6), anti-Twi1p, anti-Rpb3, and anti-histone H3 (bottom) antibodies. The position of SUMOylated HA-Spt6 is marked with a bracket. Figure 7—figure supplement 3—source data 1.The raw data of western blot without (Figure_7-figure supplement 3-Original) and with (Figure_7-figure supplement 3-Original-marked) marks of the positions of regions used for Figure 7—figure supplement 3.

We then examined their subnuclear localization by cell fractionation (Figure 7B, left), in which cells at 4.5 hpm were first incubated with lysis buffer to extract soluble cyto- and nucleoplasmic proteins, and then, the insoluble fraction was sonicated to extract chromatin-bound proteins (Ali et al., 2018). In the WT cross (Figure 7B, WT), Spt6-HA was detected in both the soluble (S1) and chromatin-bound (S2) fractions, but slower-migrating SUMOylated Spt6-HA was detected only in the latter fraction, indicating that SUMOylated Spt6 is associated with chromatin. A similar distribution was detected for Rpb3. This chromatin association of Spt6 and RNAPII does not require RNA, as they were retained in the insoluble fraction after RNase A treatment without sonication (Figure 7C), although Twi1, which interacts with chromatin through nascent pMAC-lncRNA (Aronica et al., 2008), was mostly detected in the soluble fraction after the treatment (Figure 7C). In the *EMA2* KO cross, Spt6-HA and Rpb3 in the chromatin-bound fraction were greatly reduced (Figure 7B, KO, S2). These findings were further validated in two additional replicated experiments (Figure 7—figure supplements 2 and 3). We, therefore, conclude that Ema2 promotes the association of Spt6 and RNAPII with chromatin in the parental MAC at the mid-conjugation stage.

### Spt6 is not necessary to be SUMOylated in Ema2-directed lncRNA transcription

Next, to directly examine the importance of SUMOylation of Spt6, we intended to produce a SUMOylation-defective Spt6 mutant. *Tetrahymena* Spt6 consists of an N-terminal domain of low complexity (DOL) and a downstream region that is conserved among eukaryotes (Figure 8A, WT). We produced constructs expressing HA-tagged Spt6 with lysine to arginine substitutions either for all lysine residues in the DOL (*HA-SPT6-DOL-KR*) or for lysine residues that were on the surface of an AlphaFold predicted *Tetrahymena* Spt6 structure in one of the three non-DOL parts (N, M, and C in Figure 8A) in addition to those that were also predicted to be SUMOylation targets by the JASSA algorithm (Beauclair et al., 2015) in all three parts (*HA-SPT6-N-KR, HA-SPT6-M-KR, and HA-SPT6-C-KR*, Figure 8A).

**Figure 8.**
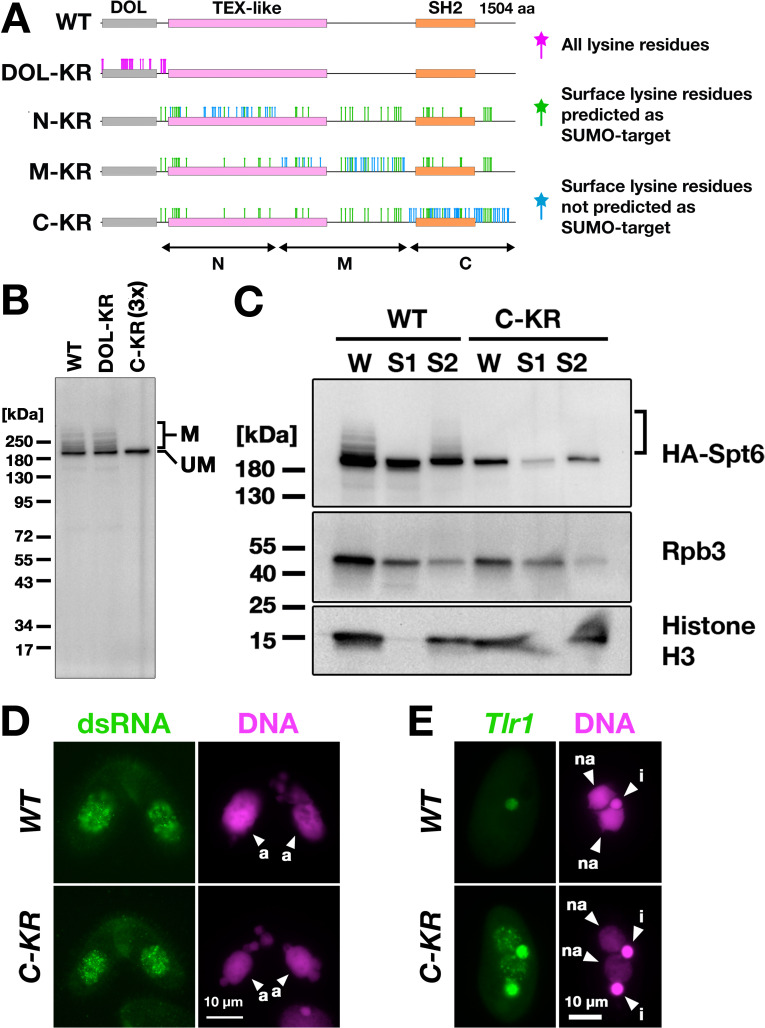
Spt6 SUMOylation is dispensable for parental macronucleus (MAC) long non-coding RNA (lncRNA) transcription. (**A**) Schematic representation of *SPT6* mutant constructs with lysine (K)-to-arginine (R) substitutions. Spt6 has a domain of low complexity (DOL) region followed by conserved TEX-like and SH2 domains. The DOL-KR mutant has K to R substitutions for all lysine residues in the DOL region. N-KR, M-KR, and C-KR mutants have K to R substitutions for lysine residues that were on the surface of a predicted Spt6 structure in one of the three non-DOL regions (N, M, and C-regions) in addition to those surface lysine residues that were also predicted to be SUMOylatable by an algorithm in all three regions. (**B**) Total proteins were harvested at 4.5 hpm from conjugating *SPT6* germline (MAC + MIC) KO cells rescued with wild-type (*HA-SPT6-WT*), *HA-SPT6-DOL-KR,* or *HA-SPT6-C-KR* constructs. Because mating was low in the *HA-SPT6-C-KR* rescued cells, three times (3 x) more total protein sample was loaded for these cells. HA-Spt6 was detected by western blotting using an anti-HA antibody. The positions of modified and unmodified HA-Spt6 proteins are marked with ‘M’ and ‘UM,’ respectively. (**C**) *HA-SPT6-WT* (*WT*) and *HA-SPT6-C-KR (C–KR)* rescued cells at 4.5 hpm were analyzed by cell fractionation as described in Figure 7B. The position of SUMOylated HA-Spt6 is marked with a bracket. (**D**) Accumulation of long dsRNAs in *HA-SPT6-WT* (*WT*) and *HA-SPT6-C-KR (C–KR)* rescued cells at 4.5 hpm was analyzed by immunofluorescence staining using the J2 antibody as described in Figure 6B. The parental MACs are marked with arrowheads with ‘a.’ All other structures stained by DAPI are micronucleus (MICs). All pictures share the scale bar. (**E**) *HA-SPT6-WT* (*WT*) and *HA-SPT6-C-KR (C–KR)* rescued cells at 36 hpm were analyzed by DNA- FISH with fluorescent probes complementary to the Tlr1 element (red). DNA was counterstained with DAPI (magenta). The MIC and the new MAC are marked with arrowheads with ‘i’ and ‘a,’ respectively. All pictures share the scale bar. Figure 8—source data 1.The raw data of western blot without (Figure_8B-Original) and with (Figure_8B-Original-marked) marks of the positions of regions used for Figure 8B. Figure 8—source data 2.The raw data of western blot without (Figure_8C-Original) and with (Figure_8C-Original-marked) marks of the positions of regions used for Figure 8C.

**Figure 8—figure supplement 1.**
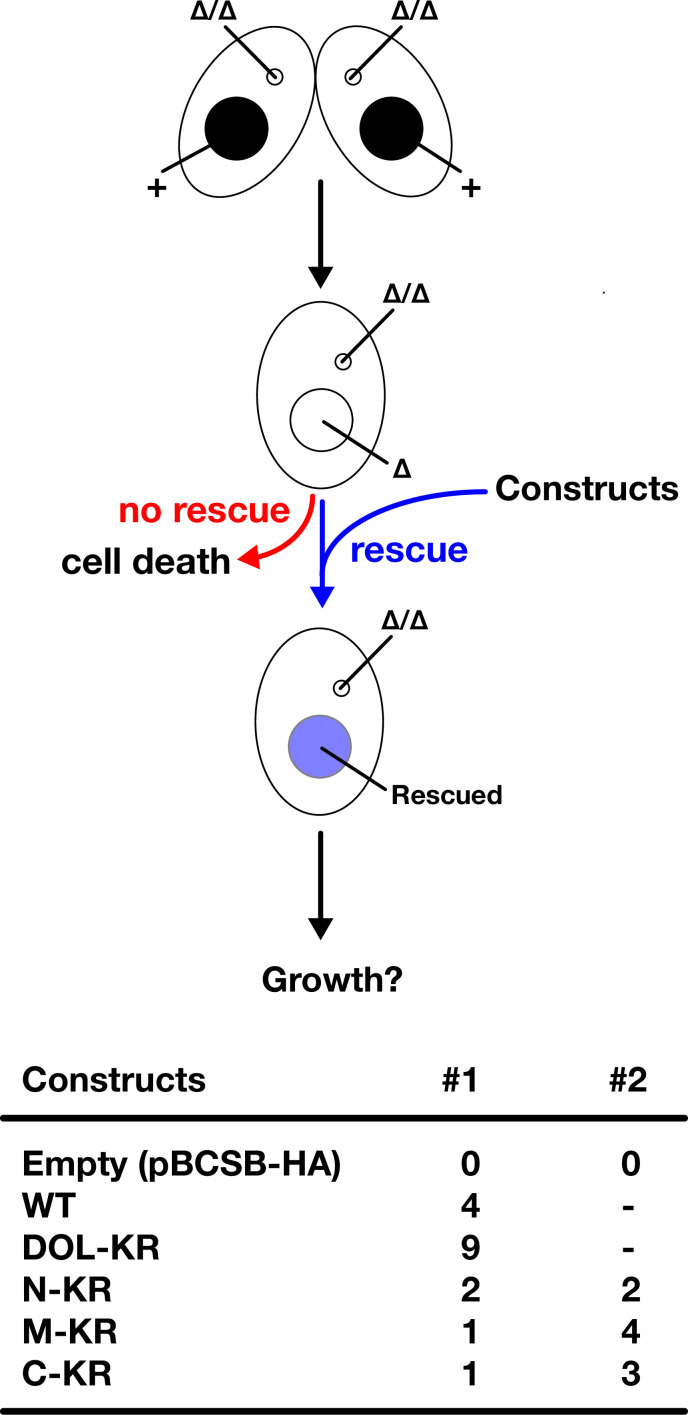
Genetic rescue of *SPT6* KO. (Top) Schematic representation of genetic rescue experiment of *SPT6* KO. Two *SPT6* KO homozygous heterokaryon strains were mated and different *SPT6* expressing constructs (or corresponding pBCSB-HA vector without any of the *SPT6* gene) were introduced into the macronucleus (MAC) of their progeny (*SPT6* KO homozygous homokaryon = *SPT6* germline (MAC + MIC) KO). The progeny survives only when the introduced construct can replace the essential functions of *SPT6* in vegetative cells. (Bottom) Number of obtained *SPT6* KO homozygous homokaryon strains that were genetically rescued by 10 µg DNA of the indicated constructs in two independent attempts (#1 and #2) are shown.

**Figure 8—figure supplement 2.**
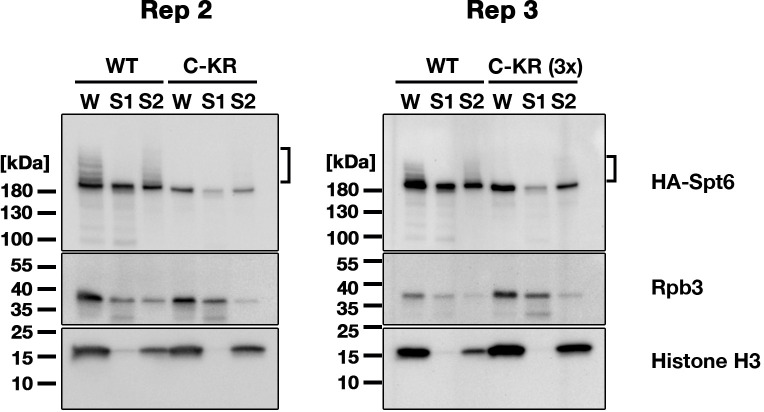
Replicated cell fractionation assay examining the effect of the SUMOylation-defective Spt6 mutation. *SPT6* germline KO cells rescued with *HA-SPT6-WT* (WT) or *HA-SPT6-C-KR (C–KR)* at 4.5 hpm were analyzed by cell fractionation as described in Figure 7B. In the experiment shown in right (Rep3), three times (3 x) volume of the fractions obtained from H*A-SPT6-C-KR (C–KR)* rescued cells were loaded. Spt6-HA, Rpb3, and histone H3 were detected by western blotting using anti-HA, anti-Rpb3, and anti-histone H3 antibodies, respectively. The position of SUMOylated Spt6-HA is marked with a bracket. Figure 8—figure supplement 2—source data 1.The raw data of western blot without (Figure_8-figure supplement 2-Original) and with (Figure_8-figure supplement 2-Original-marked) marks of the positions of regions used for Figure 8—figure supplement 2.

**Figure 8—figure supplement 3.**
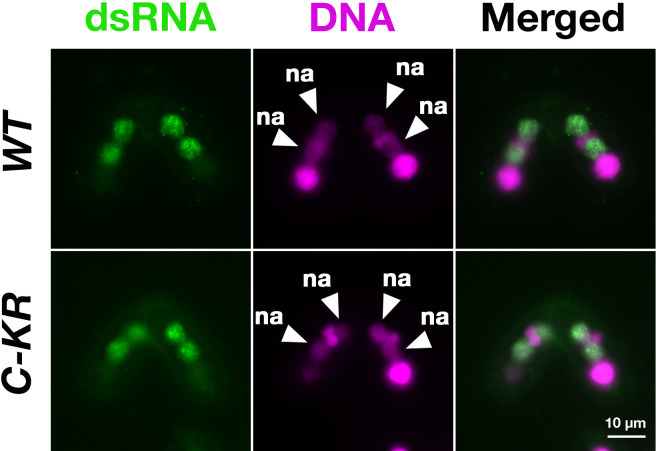
Localization of long non-coding RNA (lncRNA) transcripts in the SUMOylation-defective SPT6 mutant at late conjugation stage. Accumulation of long dsRNAs in *HA-SPT6-WT* (*WT*) and *HA-SPT6-C-KR (C–KR)* rescued cells at 9 hpm was analyzed by immunofluorescence staining using the anti-long dsRNA antibody J2 (dsRNA, green) as described in Figure 6B. DNA was counterstained with DAPI (magenta). The new macronucleus (MACs) are marked with arrowheads with ‘na.’ All pictures share the scale bar.

We introduced these mutant constructs as well as the construct expressing wild-type Spt6 (*HA-SPT6-WT*) into *SPT6* KO cells and found that all of them were able to restore the lethality of *SPT6* KO cells (Figure 8—figure supplement 1). However, the cells rescued by *HA-SPT6-N-KR* and *HA-SPT6-M-KR* showed severe defects in meiotic progression and mating initiation, respectively, making their SUMOylation status during conjugation uninvestigable. In contrast, the cells rescued by *HA-SPT6-DOL-KR* and *HA-SPT6-C-KR* showed a seemingly normal progression of conjugation, although the *HA-SPT6-C-KR* cells showed lower mating efficiency. We found that while HA-Spt6-DOL-KR was SUMOylated like HA-Spt6-WT, SUMOylation was not detected on HA-Spt6-C-KR (Figure 8B). Therefore, Spt6-C-KR represents a SUMOylation-defective Spt6 mutant, exhibiting at least a reduced level of SUMOylation compared to Spt6 in the absence of Ema2 (compare Figure 8B and Figure 5B).

Cell fractionation experiments showed that HA-Spt6 and RNAPII were detected in the chromatin-bound fraction in *HA-SPT6-C-KR* cells as in the *HA-SPT6-WT* cells consistently in three independent experiments (Figure 8C, Figure 8—figure supplement 2), and long dsRNAs were detected in the parental MAC (Figure 8D) as well as in the new MAC (Figure 8—figure supplement 3) in the *HA-SPT6-C-KR* cells. These results suggest that, contrary to our expectation, Spt6 SUMOylation per se is not required for the lncRNA transcription in the parental MAC. Nonetheless, exconjugants from the *HA-SPT6-C-KR* cells showed a mild DNA elimination defect (Figure 8E), indicating that Ema2-directed Spt6-SUMOylation plays a role in DNA elimination other than promoting pMAC-lncRNA transcription.

## Discussion

In this study, we showed that the conjugation-specific SUMO E3 ligase Ema2 is required for the accumulation of lncRNAs (Figure 6), TDSD (Figure 3A and B), and heterochromatin formation (Figure 3C) in the parental MAC and eventually for completing DNA elimination (Figure 1) in *Tetrahymena*. We found that Ema2 is responsible for SUMOylation of the transcriptional regulator Spt6 (Figure 5) and promotes the interaction of Spt6 and RNAPII with chromatin (Figure 7). We, therefore, conclude that Ema2 facilitates genome-wide lncRNA transcription in the parental MAC, which is a prerequisite for scnRNA-chromatin communication and thus for the downstream TDSD that regulates DNA elimination.

Our observation that Ema2 enhances the chromatin interaction of Spt6 and RNAPII (Figure 7) seems to contradict the fact that Spt6 and RNAPII are essential for vegetative cell viability (Figure 8—figure supplement 1; Mochizuki and Gorovsky, 2004a), but Ema2 is expressed exclusively during conjugation (Figure 2). Moreover, as *EMA2* KO cells did not significantly impede the progression of conjugation processes, any essential mRNA transcriptions for these processes must take place in the parental MAC during conjugation even in the absence of Ema2. Therefore, the observed loss of the majority of Spt6 and RNAPII from chromatin in the absence of Ema2 (Figure 7B) must be a temporal event during the mid-conjugation stage. This suggests that Spt6 and RNAPII might be specifically engaged in pMAC-lncRNA transcription at this particular time window in wild-type cells. It is likely that some radical change in the chromatin environment in the parental MAC is required for the global transcription of pMAC-lncRNAs, and Ema2-dependent SUMOylation might maintain Spt6 and RNAPII on chromatin for transcription in such an environment. Alternatively, because the expression of many of the transcriptional machineries, including Spt6 and RNAPII subunits, is highly upregulated during conjugation (Miao et al., 2009; Mochizuki and Gorovsky, 2004a; Xiong et al., 2012), the transcription of pMAC-lncRNAs might require a greater amount of transcriptional machinery than other types of transcription, and Ema2-dependent SUMOylation might be required for committing these excess machineries to chromatin for transcription.

Our investigation of the SUMOylation-defective Spt6 mutant suggested that although Spt6 is SUMOylated in an Ema2-dependent manner (Figure 5), SUMOylation of Spt6 by itself is not required for pMAC-lncRNA transcription (Figure 8). This observation suggests that Ema2 may facilitate pMAC-lncRNA transcription through SUMOylation of some protein(s) other than Spt6. Although, we failed to detect any other protein that was SUMOylated in an Ema2-dependent manner (Figure 5A), some Ema2-dependent SUMOylation events might not be detected in our current approach if Ema2-dependent and Ema2-independent SUMOylation occur in the same proteins and/or if Ema2-dependent SUMOylation results in protein degradation, such as through SUMO-targeted ubiquitination (Praefcke et al., 2012; Staudinger, 2017). Alternatively, SUMOylation of Spt6 may promote pMAC-lncRNA transcription by competing with some other modification that occurs at the same lysine residue(s) and our SUMOylation-defective Spt6 mutant might actually mimic the SUMOylated state of Spt6 by preventing such modification. To further investigate the role of Ema2, future studies will need to identify individual Ema2-dependent SUMOylated lysine residues under conditions of in vivo proteasome inhibition and to compare the status of other modifications of Spt6 in the presence and absence of Ema2. These are also important to understand the role of Spt6 SUMOylation in DNA elimination (Figure 8E).

It was reported that SUMOylation of the heterochromatin components Swi6, Chp2, and Clr4 is important for RNAi-directed heterochromatin silencing in fission yeast (Shin et al., 2005). Additionally, SUMOylation of the histone deacetylase HDAC1 promotes small RNA-directed transcriptional silencing in *C. elegans* (Kim et al., 2021). Furthermore, in the piRNA-directed transposon silencing of *Drosophila*, the SUMO E3 ligase Su(var)2–10 plays an essential role in the recruitment of the histone methyltransferase complex SetDB1, which deposits H3K9me3 (Ninova et al., 2020a; Ninova et al., 2020b), and Su(var)2–10-independent SUMOylation of Panoramix (Panx) also promotes transcriptional silencing by recruiting the general heterochromatin effector Sov (Andreev et al., 2022). All these SUMOylation events seem to require pre-existing lncRNA transcription. In contrast, this study showed that Ema2-dependent SUMOylation during the process of DNA elimination in *Tetrahymena* occurs upstream of lncRNA transcription (Figure 6A and B). In addition, the fact that the loss of the Piwi protein Twi1 blocks the accumulation of H3K27me3 in the parental MAC (Liu et al., 2007; Xu et al., 2021) without affecting lncRNA accumulation (Woo et al., 2016) indicates that heterochromatin formation is not a prerequisite for lncRNA transcription in *Tetrahymena*, in contrast to heterochromatin-dependent lncRNA transcription of piRNA clusters in *Drosophila* (Andersen et al., 2017). Altogether, *Tetrahymena* likely uses a unique evolutionary solution for transcribing lncRNAs to promote TDSD and small RNA-directed heterochromatin formation. We, therefore, believe that further investigations of the role of Ema2-dependent SUMOylation in lncRNA transcription will clarify an undescribed layer of regulatory mechanisms in small RNA-directed chromatin regulation.

## Materials and methods

### Strains and cell culture condition

The *Tetrahymena thermophila* wild-type strains B2086, CU427, and CU428 and the MIC defective ‘star’ strains B*VI and B*VII were obtained from the *Tetrahymena* stock center. The production of the *EMA2* KO strains was described previously (Shehzada and Mochizuki, 2022). The other transgenic *Tetrahymena* strains are described below. The *Tetrahymena* strains reported in this manuscripts are available from the corresponding author upon reasonable request. Cells were grown in SPP medium (Gorovsky et al., 1975) containing 2% proteose peptone at 30 °C. For conjugation, growing cells (~5–7 × 10^5^ /mL) of two different mating types were washed, pre-starved (~12–24 hr), and mixed in 10 mM Tris (pH 7.5) at 30 °C.

### Oligo DNA, synthetic DNA, and antibodies

The primers and synthetic DNAs used in this study are listed in Supplementary file 1. The following antibodies were obtained from manufacturers: anti-H3K27me3 (Millipore, 07–449, RRID:AB_310624); anti-HA HA11 (Covance, clone 6B12, RRID:AB_291231); anti-H3K9me3 (Active Motif, 39162); anti-GST (BD Biosciences, 554805, RRID:AB_395536); anti-His (Proteintech, 66005–1-Ig, RRID:AB_11232599); anti-long dsRNA J2 (Jena Bioscience RNT-SCI-10010200, RRID:AB_2651015); anti-α-tubulin 12G10 (Developmental Studies Hybridoma Bank of the University of Iowa). The anti-Rpb3 antibody was described previously (Kataoka and Mochizuki, 2017). The anti-Smt3 antibody was a gift from Dr. James Forney (Purdue University) and described previously (Nasir et al., 2015).

### Establishment of *EMA2*-HA strains

The C-terminal part of the *EMA2* coding sequence was amplified from the genomic DNA of B2086 using EMA2-C-FW and EMA2-HA-C-RV. Similarly, the 3' flanking sequence of *EMA2* was amplified using EMA2-F-FW and EMA2-F-RV. The two PCR products were combined by overlapping PCR using EMA2-C-FW and EMA2-F-RV and cloned into XbaI and XhoI sites of pBlueScriptSK (+) to obtain pEMA2. Next, the *HA-neo3* construct was excised out from pHA-neo3 (Kataoka et al., 2010) using SalI and BamHI and cloned into the same restriction sites of pEMA2 to obtain pEMA2-HA-neo3. Finally, pEMA2-HA-neo3 were digested with XbaI and XhoI and introduced into the *EMA2* MAC locus of B2086 and CU428 by homologous recombination using biolistic transformation (Bruns and Cassidy-Hanley, 2000) followed by the selection with 100 μg/mL paromomycin and 1 μg/mL CdCl_2_. Then, the endogenous *EMA2* MAC copies were replaced by the *EMA2-HA-neo3* locus through phenotypic assortment (Hamilton and Orias, 2000).

### Immunofluorescent staining and western blotting

Immunofluorescent staining of long dsRNA was performed as described (Woo et al., 2016). The other immunofluorescent staining experiments were performed as described (Loidl and Scherthan, 2004). For immunofluorescent staining, all the primary and respective secondary antibodies (Alexa-488-coupled anti-rabbit or mouse IgG, Invitrogen) were diluted 1:1000. For western blotting, all the primary and respective secondary antibodies (HRP-coupled anti-rabbit or mouse IgG, Jackson ImmunoResearch Lab) were diluted 1:10,000.

### DNA elimination assay by FISH

DNA elimination assay by FISH was performed as described (Loidl and Scherthan, 2004). The plasmid DNAs pMBR 4C1, pMBR 2, and Tlr IntB, which contain different parts of the Tlr1element were used to produce Cy5-labeled FISH probes by nick translation (Wuitschick et al., 2002). Images of stained cells were analyzed by Fiji software. Whole areas of the new MAC (A) and MIC (I) and a part of the cytoplasm (C) were manually encircled in the images; and the intensities of DAPI and Cy5 (FISH) signals in each area were measured. Then, the IES retention index was calculated as follows: 0.35 × {[(mean Cy3 intensity A - mean Cy3 intensity C)]/[(mean Cy3 intensity I - mean Cy3 intensity C)]}/{[(mean DAPI intensity A - mean DAPI intensity C) ]/[(mean DAPI intensity I - mean DAPI intensity C)]}. Based on our previous observation, DNA elimination is completely blocked in the absence of *TWI1* KO, therefore, the correction factor of 0.35 was obtained experimentally to make the average IES retention index of *TWI1* KO cells to 1.

### Viability test for progeny

To test the progeny viability, mating pairs were isolated into drops of 1 x SPP at 6 hpm and incubated for ~3 days. Then, the completion of the conjugation of grown-up cells from wild-type and *EMA2* KO pairs were examined for their 6-methylpurine (6-mp) resistance and paromomycin sensitivity, respectively as described previously (Mochizuki et al., 2002).

### Small RNA analyses

For northern hybridization analysis of scnRNAs, 10 µg of total RNAs isolated from conjugating wild-type and *EMA2* KO cells using TRIzol reagent were separated in a 15% acrylamide-urea gel and analyzed by northern blot using the radio-labeled Mi-9 probe as previously described (Aronica et al., 2008). The hybridized probe was detected by Typhoon IP Phosphorimager (GE healthcare). High-throughput sequencing and analyses of small RNAs were performed as described (Mutazono et al., 2019). The 2020 version of the MAC genome assembly (Sheng et al., 2020) was fragmented into 10 kb pieces. Each 10 kb fragment that contains longer than 3 kb mappable sequence was used as an MDS tile (total 10,235 tiles). 

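The files hold 10235 MDS tiles. The unique length behind each RPKM value, recovered from the values for 99.99% of the tiles, had a median of 9936 bp (quartiles 9512.5 and 9982.5 bp) and a maximum of 10000 bp, and 99.8% of the tiles exceeded 3000 bp. A recovered length is a lower bound where the reads of all 4 libraries share a factor with it. The files number the tiles and give no coordinates, so the tiles were not placed on chromosomes here.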

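The files hold 4691 IES tiles, numbered without coordinates. Their unique length, recovered for 99.3% of the tiles, had a median of 2947 bp (quartiles 1693 and 4682 bp), and 158 tiles were longer than 10000 bp.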

Each Type-A IES (Noto et al., 2015) was used as an IES tile (total of 4691 tiles). 

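In the *EMA2* KO libraries, 1 MDS tile was at 0 RPKM in cross 1 at 3 hpm, 14 in cross 2 at 3 hpm, 0 in cross 1 at 8 hpm and 2 in cross 2 at 8 hpm, as labelled. Of the IES tiles, 52 and 89 were at 0 RPKM at 3 hpm and 23 in each library at 8 hpm. The 100 tiles with the most reads held between 8.05% (cross 2 at 3 hpm) and 10.0% (cross 1 at 8 hpm) of the library total.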

Normalized numbers (RPKM [reads per kilobase of unique sequences per million]) of 26- to 32-nt small RNAs that uniquely matched one of the MDS and IES tiles were counted.

### GST pull down assay

*E. coli* codon-optimized synthetic *EMA2* and *UBC9* genes (*EMA2-Ec and UBC9-Ec*) were cloned into the BamHI and XhoI sites of pGEX-4T-1 and NdeI and BamHI sites of pET28a (+), respectively to obtain pGEX-4T-1-EMA2-Ec and pET28-UBC9-Ec. pET28-UBC9-Ec was introduced into BL21 *E. coli* strain, His-Ubc9 expression was induced ~16 hr at 25 °C with 0.05 mM isopropylthio-β-galactoside (IPTG), the cells were lysed in HEPES buffer (50 mM HEPES pH 7.5, 800 mM KCL, 10% glycerol, 0.2 mM PMSF, 1 x cOmplete ETDA-free [Roche]) including 10 mM imidazole, incubated with Ni-NTA beads for 2 hr at 4 °C, washed four times with HEPES buffer including 20 mM imidazole, eluted with HEPES buffer including 250 mM imidazole, dialyzed with 50 mM Tris pH 7.5, 150 mM NaCl, 2 mM MgCl_2_, 1 mM DTT, 50% glycerol and finally passed through Microcon 10 kDa filter (Merck). For GST pull-down assay, BL21 *E. coli* cells were transformed with pGEX-4T-1 or pGEX-4T-1-*EMA2-Ec,* and expression of GST-alone or GST-Ema2 was induced ~16 hr at 25 °C, lysed with 50 mM Tris–HCl, pH 7.5, 100 mM NaCl, 1 mM DTT, 0.2 mM PMSF, 1x cOmplete EDTA-free and incubated with Glutathione Sepharose 4B for 90 min at 4 °C. Then, the beads were incubated with 10 µg of His-Ubc9 in GST-pull down buffer (20 mM Tris–HCl, pH 7.5, 100 mM NaCl, 1% NP-40, 5 mM MgCl_2_, 1 mM DTT, 0.2 mM PMSF, 1 x cOmplete EDTA-free) for 90 min at 4 °C, washed four times with GST-pull down buffer and eluted with 2 x SDS sample buffer. The eluted proteins were analyzed by western blotting.

### Functionality test of *HA-SMT3* and *His-SMT3* using *SMT3* germline KO strains

The *SMT3* homozygous heterokaryon KO strain GC6 (Nasir et al., 2015) was obtained from Dr. James Forney (Purdue University). This strain was crossed with B2086, and sexual progeny were selected for their paromomycin resistance. After sexual maturation, clones showing paromomycin sensitivity (i.e. the *SMT3* KO locus was removed from the MAC by phenotypic assortment) were established as *SMT3* heterozygous heterokaryon KO strains. Then they were crossed with B*VII to obtain their round I exconjugants. Finally, their genotypes were examined by PCR to select two *SMT3* homozygous heterokaryon KO strains, B1-1 and B5-17. They were then mated and pBCMB1-His-SMT3 (or pBCMB1-His for negative control) or pBCS3B1-HA-SMT3 (or pBCS3B1-HA for negative control) were introduced into the new MAC at 8 hpm by particle gun. The cells were incubated in 10 mM Tris pH 7.5 at 30 °C until 24 hpm and fed by adding the equal volume of 2x SPP. After 3 hr incubation at 30 °C, the *neo* expression (and His-Smt3 expression for pBCMB1-His-SMT3) was induced by adding 1 µg/mL CdCl2 and cells were incubated an additional 1 hr. Then 100 µg/mL paromomycin was added and aliquoted to 96-well plates (150 µL/well, seven plates). The plates were incubated at 30 °C for 4–5 days and paromomysin-resistant cells were further examined by genomic PCR to confirm genetic rescue by the introduced constructs (but not by the endogenous *SMT3* copy from the parental MAC).

### Establishment of HA-Smt3 and His-Smt3 expressing strains

*STM3* cDNA was amplified by RT-PCR from the total RNA of vegetatively growing CU428 using SMT3_HA_FW and SMT3_HisExt_RV and cloned into the BamHI and SpeI sites of pBNMB1-HA using NEBuilder HiFi DNA assembly kit to obtain pBNMB1-HA-SMT3. Next, neo5 was excised with SalI and XmaI and replaced with pur6, which was amplified from pBP6MB1 with BTU1-LCFW and MTT1_5UTR-SeqRV, using NEBuilder HiFi DNA assembly kit to obtain pBP6MB1-HA-SMT3. For His-SMT3 expression, the HA-tag encoding sequence of pBP6MB1-HA-SMT3 was replaced by a 6x His tag-encoding sequence. Then, pBP6MB1-HA-SMT3 and pBP6MB1-His-SMT3 were digested by XhoI and introduced into the MAC *BTU1* locus of the *EMA2* KO cells. Transformation, selection, and phenotypic assortment were performed as described for the *SPT6-HA* strains.

### Affinity purification of SUMOylated proteins

For purification of His-Smt3-conjugated proteins, *EMA2* KO cells containing the BP6MB1-His-SMT3 construct were mated with either a wild-type or another *EMA2* KO strain and His-SMT3 was induced by adding 0.05 μg/mL CdCl_2_. The purification was performed as descried (Hendriks and Vertegaal, 2016; Liebelt et al., 2019). Briefly, the cells were lysed in Guanidine Lysis Buffer (6 M Guanidine-HCl, 93.2 mM Na_2_HPO_4_, 6.8 mM NaH_2_PO_4_, 10 mM Tris-HCl pH 8.0) by sonication (2 × 25 times, 20% power, 60% pulse) using a probe sonicator (Omni-Ruptor 250 Ultrasonic Homogenizer). After centrifugation, the cleared lysate was supplemented with 50 mM imidazole and 5 mM β-mercaptoethanol and incubated with Ni-NTA agarose beads. The beads were washed, and the bound proteins were eluted with Elution buffer (6 M Urea, 58 mM Na_2_HPO_4_, 42 mM NaH_2_PO_4_, 10 mM Tris-HCl pH 8.0, 500 mM imidazole). The eluted proteins were precipitated in 10% TCA, resuspended in 1 x SDS buffer, and analyzed by western blot and mass-spectrometry. Wild-type cells that do not express His-Smt3 was also analyzed in parallel to identify proteins that intrinsically bind to the Ni-NTA agarose beads. For purification of HA-Smt3-conjugated proteins, total proteins were precipitated by incubating cells in 6% trichloroacetic (TCA) on ice for 10 min and then spinned down at 13,000 rpm for 5 min at 4 °C. The precipitate was dissolved in 1 x SDS sample buffer, neutralized with 2 M Tris, and then incubated for 5 min at 95 °C. The dissolved proteins (600 µl) were then suspended in 7.4 mL of 20 mM Tris pH 7.5, 100 mM NaCl, 2 mM MgCl_2_, 2 mM CaCl_2_ and incubated with Ezview Red anti-HA agarose beads (Sigma) for overnight at 4 °C. Then the beads were washed five times with 20 mM Tris pH 7.5, 100 mM NaCl, 2 mM MgCl_2_, 2 mM CaCl_2,_ 0.1% tween 20 and the bound proteins were eluted by incubating with 1 x SDS buffer for 5 min at 95 °C. The eluted proteins were analyzed by western blotting.

### Establishment of Spt6-HA expressing strains

To obtain the *SPT6*-HA construct, a part of the coding sequence of *SPT6* was amplified from the genomic DNA of B2086 using *SPT6-*FW1-SacII and *SPT6-*RV2-overlap. Similarly, the 3' flanking sequence was amplified using *SPT6*-3F-FW2-overlap and *SPT6*-3F-RV1-KpnI. The two PCR products were combined by overlapping PCR using *SPT6-*FW1-SacII and *SPT6*-3F-RV1-KpnI and cloned into the SacII and KpnI sites of pBlueScriptSK (+) to obtain p*SPT6*. Next, the NheI and XhoI fragment of pHA-neo3 was cloned into the same restriction sites of p*SPT6* to obtain p*SPT6-HA-neo3*. Then, *neo3* was excised from p*SPT6*-HA-neo3 with XmaI and SalI and replaced by *pur6* from pBP6MB1-TR-TUBE to obtain p*SPT6-HA-pur6*. Finally, the p*SPT6-HA-pur6* plasmid were digested by SacII and KpnI and introduced into the MAC *SPT6* locus of an *EMA2* KO and a wild-type strain by biolistic transformation. The transformed cells were selected in 300 μg/mL puromycin (Invitrogen) and 1 μg/mL CdCl_2_ and cells were phenotypically assorted as previously described (Hamilton and Orias, 2000), until cells grew in 1.2 mg/mL of puromycin.

### RT-PCR analyses of lncRNA transcripts

Total RNA from mating wild-type and *EMA2* KO cells were isolated at 6 hpm using TRIzol reagent (Invitrogen). The RNA was treated with Turbo DNase (Ambion) and cDNA was synthesized from 1 µg of RNA using SuperScript II (Invitrogen) with random 6-mer as primers. The lncRNA transcripts from the MAC loci containing the M-, L8-, and R2 IES boundaries (see also Figure 6A) were amplified by nested PCR (95 °C for 20 s/50 °C for 30 s/68 °C for 1 min; 30 cycles each) using the primers M5'–3+M3'–3 (M-1st), M5'–4+M5'–4 (M-2nd), L8_5'–1+L8_3'–1 (L8-1st), L8_5'–2+L8_3'–2 (L8-2nd), R2_5'–1+R2_3'–1 (R2-1st), and R2_5'–2+R2_3'–2 (R2-2nd) and analyzed in 1% agarose gel. As a positive control, the constitutively expressed *RPL21* mRNA was detected with RPL21-FW and RPL21-RV.

### Cell fractionation

Cell fractionation was performed as described (Ali et al., 2018). 1.4 x 10^6^ cells were incubated with 1 mL of Lysis buffer (50 mM Tris pH 8.0, 100 mM NaCl, 5 mM MgCl2, 1 mM EDTA, 0.5% Triton X-100, 1 x Complete Protease Inhibitor) on ice for 30 min and spun down at 15,000 g for 10 min at 4 °C. The proteins in 500 µL of supernatant were precipitated by adding 10% (final) TCA, washed three times with ice-cold acetone, and dissolved in 70 µL 1x SDS sample buffer, while the precipitate was dissolved in 2 mL of fresh Lysis buffer, sonicated (five times of 20% power-50% pulse-5 pulses with >20 s interval) using a probe sonicator (Omni-Ruptor 250 Ultrasonic Homogenizer), and then centrifuged at 20,000 g for 10 min at 4 °C. Proteins in 1 mL of the supernatant (solubilized chromatin) were precipitated by adding 10% (final) TCA, washed three times with ice-cold acetone and dissolved in 70 µL 1x SDS sample buffer. For cell Fractionation with RNase treatment, 1.4 × 10^6^ cells were incubated with 1 mL of Lysis buffer containing 20 µg/mL RNase A on ice for 30 min and spun own at 15,000 g for 10 min at 4 °C. The proteins in 1 mL of the supernatant were precipitated by adding 10% (final) TCA, washed three times with ice-cold acetone, and dissolved in 70 µL 1x SDS sample buffer, while the precipitate was directly dissolved in 140 µL of 1 x SDS sample buffer.

### Establishment of *SPT6* germline KO strains

To create the knockout construct for *SPT6*, the 5’ and 3’ flanking regions of the *SPT6* gene were amplified by PCR using the primer sets SPT6-KO-5F-FW/SPT6-KO-5F-RV and SPT6-KO-3F-FW/SPT6-KO-3F-RV, respectively and concatenated by overlap PCR using SPT6-KO-5F-FW and SPT6-KO-3F-RV. The PCR product was cloned into the XhoI and BamHI digested pBlueScriptSK(+). Then the obtained plasmid was digested with BamHI and the pm-resistant cassette *neo4*, which was isolated from the pNeo4 plasmid (Aronica et al., 2008) by SmaI digestion (Bruns and Cassidy-Hanley, 2000), was inserted. All assembly reactions were done using NEBuilder HiFi DNA assembly mix (NEB). The resulting plasmid, pSPT6-KO-neo4, was digested with SacII and XhoI to release the targeting construct from the vector backbone and introduced into the MIC of mating UMPS214 and UMPS811 cells (Vogt and Mochizuki, 2013) by biolistic transformation. Heterozygous progenies were selected with 100 µg/mL pm and 500 µg/mL 5-Fluoroorotic Acid (5-FOA, Fermentas) in the presence of 1 μg/ml CdCl_2_. The resulting heterozygous strains were cultured for 10 passages without pm and 5-FOA, and pm-sensitive (pm-s) heterozygous strains were isolated. The pm-s heterozygous cells were then mated with B*VI or B*VII to obtain their round I exconjugants. Finally, their genotypes were examined by PCR to select *SPT6* homozygous heterokaryon KO strains.

### Establishment of wild-type and mutant *SPT6* strains

*SPT6* cDNA was amplified from total RNA of mating B2086 and CU428 at 6 hpm with SPT6-FW-Turbo and SPT6-RV-Turbo, cloned into SpeI and BamHI sites of pBCMB1-HA-Turbo to obtain pBCMB1-HA-Turbo-SPT6. Then, the *MTT1* promoter and the HA-Turbo-tag were removed using AgeI and XmaI and replaced by the *SPT6* promoter and the N-terminal HA tag, using the overlapping product of two genomic PCR fragments amplified with SPT6-5F-FW, SPT6-5F-RV and with SPT6-N-FW-HA and SPT6-N-RV to obtain pBCSB-HA-SPT6. To produce pBCSB-HA-SPT6-DOL-KR, the SPT6 cDNA lacking the first 248 amino acids were amplified using SPT6_M249_FW and SPT6_M249_RV, replaced with the NdeI-BamHI fragment of pBCSB-HA-SPT6 and then the synthetic DNA SPT6-DOL-KtoR was inserted into the BamHI site. To make pBCSB-HA-SPT6-N-KR, pBCSB-HA-SPT6-M-KR and pBCSB-HA-SPT6-C-KR, the conserved region of *SPT6* was excised from pBCSB-HA-SPT6 using NdeI and AgeI and replaced respectively with Synthetic DNA Set 1 (SPT6-gBlock-118KR-1, SPT6-gBlock-42KR-2, and SPT6-gBlock-42KR-3), Synthetic DNA Set 2 (SPT6-gBlock-42KR-1, SPT6-gBlock-118KR-2, and SPT6-gBlock-42KR-3), or Synthetic DNA Set 3 (SPT6-gBlock-42KR-1, SPT6-gBlock-42KR-2, and SPT6-gBlock-118KR-3). All assembly reactions were done using NEBuilder HiFi DNA assembly mix (NEB). The constructs were digested with XhoI and introduced into the *BTU1* locus of the new MAC of conjugating cells of two *SPT6* KO homozygous heterokaryon strains at 10 hpm by electroporation. Progeny rescued by the introduced constructs were selected in 100 μg/mL paromomycin and 1 µg/mL CdCl_2_, and cells were phenotypically assorted until cells grew in ~100–120 µg/mL cycloheximide.

## Data Availability

The small RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo) with the accession no. GSE243435. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the MassIVE partner repository (https://massive.ucsd.edu/) with the database identifier MSV000092977. The following datasets were generated: ShehzadaS NotoT MochizukiK 2023A SUMO E3 ligase promotes long non-coding RNA transcription to regulate small RNA-directed DNA eliminationNCBI Gene Expression OmnibusGSE24343510.7554/eLife.95337PMC1083013038197489 MochizukiK 2023Comparison of SUMOylated proteins between wild-type and EMA2 KO Tetrahymena cellsMassIVE partner repositoryMSV000092977

# Supplementary material for: A SUMO E3 ligase promotes long non-coding RNA transcription to regulate small RNA-directed DNA elimination
**Source:** eLife. 2024 Jan 10;13:e95337. doi: 10.7554/eLife.95337
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | “Strains and cell culture condition” section of Materials and Methods (page 15) |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | “Oligo DNA, Synthetic DNA and antibodies” section of Materials and Methods (page 15) |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary file 1 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | “Strains and cell culture condition” section of Materials and Methods (page 15) |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | “Strains and cell culture condition” section of Materials and Methods (page 15) |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Page 11-Line 33; Page 12-Line 27 |  |
| Define whether data describe technical or biological replicates. | Technical |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Legends for Figure 2B, Figure 3B and Figure 4C, |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). |  | N/A |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | “Data Deposition” section in page 22. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

# Supplementary material for: A SUMO E3 ligase promotes long non-coding RNA transcription to regulate small RNA-directed DNA elimination
**Source:** eLife. 2024 Jan 10;13:e95337. doi: 10.7554/eLife.95337
**Supplement:** Supplementary file 1.

## Supplementary Information

**Oligo DNAs**

EMA2-C-FW: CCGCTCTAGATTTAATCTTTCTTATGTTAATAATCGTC

EMA2-HA-C-RV: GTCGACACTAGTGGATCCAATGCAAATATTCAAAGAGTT

EMA2-F-FW: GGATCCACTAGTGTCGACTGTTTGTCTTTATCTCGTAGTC

EMA2-F-RW: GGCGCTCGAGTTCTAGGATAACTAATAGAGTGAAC

SPT6-3F-FW2-overlap :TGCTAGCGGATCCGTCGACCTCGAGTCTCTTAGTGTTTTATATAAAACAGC

SPT6-3F-RV1-KpnI:  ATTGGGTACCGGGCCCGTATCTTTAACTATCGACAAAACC

SPT6-FW1-SacII: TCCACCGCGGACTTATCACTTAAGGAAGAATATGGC

SPT6-RV2-overlap: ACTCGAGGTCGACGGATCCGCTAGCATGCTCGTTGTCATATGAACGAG

SMT3_HA_FW:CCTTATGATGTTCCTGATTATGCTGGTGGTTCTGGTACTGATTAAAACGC

SMT3_HISEXT_RV: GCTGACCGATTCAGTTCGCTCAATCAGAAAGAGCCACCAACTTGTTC

BTU1_LCFW: AATTTTAATGCGTGTATTTATTTGGGTG

MTT1_5UTR_SeqRV: AGTACTCTATTATGTTTTTTCTTATACAG

EMA2-pBNMB1-FW: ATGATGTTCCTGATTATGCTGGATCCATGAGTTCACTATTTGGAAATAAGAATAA

EMA2-pBNMB1-RV:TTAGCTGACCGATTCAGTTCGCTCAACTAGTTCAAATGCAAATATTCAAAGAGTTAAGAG

SPT6_FW_Turbo: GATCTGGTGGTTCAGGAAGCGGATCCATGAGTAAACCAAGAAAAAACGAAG

SPT6_RV_Turbo: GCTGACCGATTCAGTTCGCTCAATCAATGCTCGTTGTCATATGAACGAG

SPT6_N_FW_HA: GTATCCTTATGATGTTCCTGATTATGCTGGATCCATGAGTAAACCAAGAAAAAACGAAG

SPT6_N_RV: ATACTTTGCGCCATAATCACCTAC

SPT6_5F_FW: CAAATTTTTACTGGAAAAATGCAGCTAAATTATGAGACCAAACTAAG

SPT6_5F_RV_HA: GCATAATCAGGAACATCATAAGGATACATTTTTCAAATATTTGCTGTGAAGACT

SPT6-KO-5F-FW: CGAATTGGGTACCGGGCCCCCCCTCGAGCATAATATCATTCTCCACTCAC

SPT6-KO-5F-RV: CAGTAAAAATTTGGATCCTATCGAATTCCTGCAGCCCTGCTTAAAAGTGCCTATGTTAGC

SPT6-KO-3F-FW: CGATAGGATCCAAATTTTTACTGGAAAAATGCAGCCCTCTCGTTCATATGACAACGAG

SPT6-KO-3F-RV: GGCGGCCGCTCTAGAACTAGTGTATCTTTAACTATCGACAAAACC

SPT6_M249_FW: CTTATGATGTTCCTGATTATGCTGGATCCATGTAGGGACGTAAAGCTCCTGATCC

SPT6_M249_RV: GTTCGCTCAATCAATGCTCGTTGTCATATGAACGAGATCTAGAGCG

M5'-3: AGGTACGATAGATCGACTGACGG

M5'-4: AATAATAAGGAACCTCTTACTGTG

M3'-3: ACTAAAATATTTATCTTCTTTTCTGC

M3'-4: ACTTTCAAAAAATTAATTTTGAGTAAAG

L8_5'-1: ATTTGCTTTTAGGAAGAGATATCAC

L8_5'-2: ACATACATTTGAAATATCACCAAGC

L8_3’-1: ACAAGAAAGGTATTCATTCATTCCTC

L8_3’-2: TGATAAAAAAGTGGTGAAAAAAGGAC

R2_3'-1: TAATTTTAGGGCGAATCACC

R2_3'-2: ACTCATAAATAAAATCATATCATAGTCTAG

R2_5'-1: TTAGCAAAGTGCATTAACCTC

R2_5'-2: TCTCTTGAAATTGGGCAAAAACTG

RPL21-FW: AAGTTGGTTATCAACTGTTGCGTT

RPL21-RV: GGGTCTTTCAAGGACGACGTA

NMC1_f53600: GTGCAATTTTACACCGTCAGG

NMC1_r55732: AGAATCTAACTCATAGCACTGG

**Synthetic DNAs**

>EMA2-Ec

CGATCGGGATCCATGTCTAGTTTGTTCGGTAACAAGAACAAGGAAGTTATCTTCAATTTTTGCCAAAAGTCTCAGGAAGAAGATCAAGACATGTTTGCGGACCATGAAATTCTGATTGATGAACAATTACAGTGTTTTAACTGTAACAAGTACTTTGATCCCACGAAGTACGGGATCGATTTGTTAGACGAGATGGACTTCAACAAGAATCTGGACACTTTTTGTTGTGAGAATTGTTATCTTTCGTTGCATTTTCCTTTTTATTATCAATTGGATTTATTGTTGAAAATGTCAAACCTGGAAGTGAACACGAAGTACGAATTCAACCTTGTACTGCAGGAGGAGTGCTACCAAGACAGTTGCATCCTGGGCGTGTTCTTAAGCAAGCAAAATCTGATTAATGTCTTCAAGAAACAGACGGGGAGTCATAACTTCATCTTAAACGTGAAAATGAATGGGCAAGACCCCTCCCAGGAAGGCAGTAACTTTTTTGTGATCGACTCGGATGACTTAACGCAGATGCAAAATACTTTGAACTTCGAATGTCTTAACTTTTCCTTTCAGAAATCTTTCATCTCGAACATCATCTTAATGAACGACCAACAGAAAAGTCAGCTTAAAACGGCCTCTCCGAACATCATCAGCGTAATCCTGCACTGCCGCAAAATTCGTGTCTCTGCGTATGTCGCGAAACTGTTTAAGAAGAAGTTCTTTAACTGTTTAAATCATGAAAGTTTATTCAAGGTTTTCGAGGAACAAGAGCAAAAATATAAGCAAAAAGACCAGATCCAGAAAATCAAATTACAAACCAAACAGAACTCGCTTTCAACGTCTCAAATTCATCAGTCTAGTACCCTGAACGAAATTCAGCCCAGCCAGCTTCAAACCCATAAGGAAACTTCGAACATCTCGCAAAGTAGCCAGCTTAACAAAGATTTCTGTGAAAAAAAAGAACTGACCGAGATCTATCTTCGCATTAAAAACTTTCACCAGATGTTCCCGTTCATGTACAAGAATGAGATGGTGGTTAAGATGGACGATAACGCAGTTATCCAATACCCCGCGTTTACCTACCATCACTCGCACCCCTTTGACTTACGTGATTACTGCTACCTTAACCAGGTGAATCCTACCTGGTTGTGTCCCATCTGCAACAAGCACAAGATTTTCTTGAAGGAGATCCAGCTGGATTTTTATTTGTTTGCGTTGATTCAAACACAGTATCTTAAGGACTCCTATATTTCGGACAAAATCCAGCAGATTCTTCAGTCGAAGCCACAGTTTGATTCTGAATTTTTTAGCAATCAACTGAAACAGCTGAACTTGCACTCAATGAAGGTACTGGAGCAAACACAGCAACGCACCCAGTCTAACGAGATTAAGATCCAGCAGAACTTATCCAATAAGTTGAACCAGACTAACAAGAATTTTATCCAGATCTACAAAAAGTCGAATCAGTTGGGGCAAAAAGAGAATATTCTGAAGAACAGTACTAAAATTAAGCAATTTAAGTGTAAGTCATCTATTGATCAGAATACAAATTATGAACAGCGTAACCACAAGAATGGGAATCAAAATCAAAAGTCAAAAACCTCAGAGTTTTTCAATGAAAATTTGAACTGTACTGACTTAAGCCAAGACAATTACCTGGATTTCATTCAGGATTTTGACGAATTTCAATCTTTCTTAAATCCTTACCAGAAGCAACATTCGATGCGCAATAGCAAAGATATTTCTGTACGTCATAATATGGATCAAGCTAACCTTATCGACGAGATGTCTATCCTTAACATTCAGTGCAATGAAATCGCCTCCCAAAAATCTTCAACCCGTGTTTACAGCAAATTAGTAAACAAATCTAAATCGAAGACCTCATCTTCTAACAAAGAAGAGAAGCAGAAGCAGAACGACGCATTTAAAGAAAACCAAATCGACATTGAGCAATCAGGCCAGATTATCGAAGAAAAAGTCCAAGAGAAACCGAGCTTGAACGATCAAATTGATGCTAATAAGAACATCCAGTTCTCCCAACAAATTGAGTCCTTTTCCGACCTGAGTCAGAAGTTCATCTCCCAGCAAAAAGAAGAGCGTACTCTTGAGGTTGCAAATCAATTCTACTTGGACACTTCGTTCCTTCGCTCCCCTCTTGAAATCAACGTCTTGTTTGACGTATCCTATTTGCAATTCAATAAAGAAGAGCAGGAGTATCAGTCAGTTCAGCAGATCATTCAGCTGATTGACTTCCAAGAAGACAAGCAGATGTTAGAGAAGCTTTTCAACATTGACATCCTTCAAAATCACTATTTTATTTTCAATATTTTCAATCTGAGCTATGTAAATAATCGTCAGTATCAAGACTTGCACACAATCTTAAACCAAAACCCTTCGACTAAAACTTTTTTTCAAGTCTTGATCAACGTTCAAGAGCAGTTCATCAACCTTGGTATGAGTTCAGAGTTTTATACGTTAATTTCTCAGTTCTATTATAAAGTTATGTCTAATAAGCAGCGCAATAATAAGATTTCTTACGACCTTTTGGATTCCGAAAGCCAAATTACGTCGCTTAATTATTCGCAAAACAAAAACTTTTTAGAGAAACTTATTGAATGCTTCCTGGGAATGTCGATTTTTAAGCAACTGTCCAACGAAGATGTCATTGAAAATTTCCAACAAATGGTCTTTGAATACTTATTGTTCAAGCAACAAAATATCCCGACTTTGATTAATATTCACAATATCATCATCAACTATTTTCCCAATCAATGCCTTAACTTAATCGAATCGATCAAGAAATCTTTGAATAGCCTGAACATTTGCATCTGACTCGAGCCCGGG

*>*UBC9-Ec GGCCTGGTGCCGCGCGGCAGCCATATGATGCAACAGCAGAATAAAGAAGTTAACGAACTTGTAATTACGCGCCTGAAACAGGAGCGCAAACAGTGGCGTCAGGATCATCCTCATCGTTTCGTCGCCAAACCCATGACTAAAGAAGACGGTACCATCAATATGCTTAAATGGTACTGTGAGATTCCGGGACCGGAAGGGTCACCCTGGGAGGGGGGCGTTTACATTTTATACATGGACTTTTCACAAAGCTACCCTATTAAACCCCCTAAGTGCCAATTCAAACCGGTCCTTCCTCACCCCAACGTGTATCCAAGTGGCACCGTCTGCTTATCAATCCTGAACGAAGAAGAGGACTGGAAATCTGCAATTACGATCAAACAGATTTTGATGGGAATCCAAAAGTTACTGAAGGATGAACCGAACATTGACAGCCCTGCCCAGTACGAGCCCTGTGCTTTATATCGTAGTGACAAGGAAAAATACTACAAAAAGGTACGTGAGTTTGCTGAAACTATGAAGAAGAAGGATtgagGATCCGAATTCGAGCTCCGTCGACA

>SPT6-DOL-KtoR

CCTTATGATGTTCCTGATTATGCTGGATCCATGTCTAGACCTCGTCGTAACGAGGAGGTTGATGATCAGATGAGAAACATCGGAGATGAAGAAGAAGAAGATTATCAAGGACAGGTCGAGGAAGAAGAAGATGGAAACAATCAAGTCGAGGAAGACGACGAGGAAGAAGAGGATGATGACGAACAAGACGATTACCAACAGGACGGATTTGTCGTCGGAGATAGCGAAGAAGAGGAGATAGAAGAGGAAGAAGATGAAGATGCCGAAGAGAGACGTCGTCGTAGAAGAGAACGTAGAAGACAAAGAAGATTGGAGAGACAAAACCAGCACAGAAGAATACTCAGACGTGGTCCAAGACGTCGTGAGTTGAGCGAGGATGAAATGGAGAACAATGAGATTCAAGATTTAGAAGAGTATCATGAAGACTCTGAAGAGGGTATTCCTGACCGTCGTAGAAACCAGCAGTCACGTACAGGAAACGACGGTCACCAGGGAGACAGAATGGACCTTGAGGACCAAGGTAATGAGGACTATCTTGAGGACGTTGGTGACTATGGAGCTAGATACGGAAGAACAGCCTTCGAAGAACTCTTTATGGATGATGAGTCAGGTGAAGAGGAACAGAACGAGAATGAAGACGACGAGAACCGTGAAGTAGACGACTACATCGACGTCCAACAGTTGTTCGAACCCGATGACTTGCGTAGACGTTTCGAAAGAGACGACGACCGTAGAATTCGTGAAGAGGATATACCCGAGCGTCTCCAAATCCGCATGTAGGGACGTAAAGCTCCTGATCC

>SPT6-118KR-gBlock-1

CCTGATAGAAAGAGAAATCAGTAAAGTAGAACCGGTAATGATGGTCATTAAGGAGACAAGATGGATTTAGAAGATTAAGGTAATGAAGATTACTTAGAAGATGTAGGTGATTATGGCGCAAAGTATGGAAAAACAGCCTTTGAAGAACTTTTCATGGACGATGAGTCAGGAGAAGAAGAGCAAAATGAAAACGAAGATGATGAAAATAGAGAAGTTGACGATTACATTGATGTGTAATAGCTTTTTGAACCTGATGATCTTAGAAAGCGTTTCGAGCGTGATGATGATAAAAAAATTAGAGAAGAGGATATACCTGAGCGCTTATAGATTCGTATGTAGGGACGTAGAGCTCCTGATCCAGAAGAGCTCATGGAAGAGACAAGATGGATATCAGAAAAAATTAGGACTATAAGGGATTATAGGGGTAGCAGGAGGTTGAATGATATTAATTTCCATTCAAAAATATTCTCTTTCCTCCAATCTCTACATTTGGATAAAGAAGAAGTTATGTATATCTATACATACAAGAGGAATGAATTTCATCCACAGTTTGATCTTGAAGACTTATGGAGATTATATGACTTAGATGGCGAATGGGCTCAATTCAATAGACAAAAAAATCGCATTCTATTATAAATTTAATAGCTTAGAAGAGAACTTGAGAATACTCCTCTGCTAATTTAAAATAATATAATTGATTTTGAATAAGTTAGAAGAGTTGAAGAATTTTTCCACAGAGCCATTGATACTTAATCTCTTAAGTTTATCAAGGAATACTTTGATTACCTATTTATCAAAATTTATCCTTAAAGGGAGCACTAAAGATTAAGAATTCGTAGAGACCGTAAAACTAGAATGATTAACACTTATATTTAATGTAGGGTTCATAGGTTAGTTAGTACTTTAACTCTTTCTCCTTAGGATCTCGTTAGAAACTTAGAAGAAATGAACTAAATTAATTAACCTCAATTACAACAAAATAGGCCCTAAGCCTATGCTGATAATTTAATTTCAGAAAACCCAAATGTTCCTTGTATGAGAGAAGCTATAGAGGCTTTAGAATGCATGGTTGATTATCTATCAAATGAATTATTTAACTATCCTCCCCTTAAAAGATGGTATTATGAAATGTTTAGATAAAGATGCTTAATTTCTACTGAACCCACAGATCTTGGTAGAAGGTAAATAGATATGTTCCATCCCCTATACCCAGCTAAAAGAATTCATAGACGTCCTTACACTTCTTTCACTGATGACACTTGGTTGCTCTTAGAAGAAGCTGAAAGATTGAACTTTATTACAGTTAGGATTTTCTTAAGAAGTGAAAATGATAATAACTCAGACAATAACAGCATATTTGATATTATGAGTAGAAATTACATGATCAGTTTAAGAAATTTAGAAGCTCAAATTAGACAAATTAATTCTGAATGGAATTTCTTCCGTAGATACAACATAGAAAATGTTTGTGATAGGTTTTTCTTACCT

>SPT6-118KR-gBlock-2

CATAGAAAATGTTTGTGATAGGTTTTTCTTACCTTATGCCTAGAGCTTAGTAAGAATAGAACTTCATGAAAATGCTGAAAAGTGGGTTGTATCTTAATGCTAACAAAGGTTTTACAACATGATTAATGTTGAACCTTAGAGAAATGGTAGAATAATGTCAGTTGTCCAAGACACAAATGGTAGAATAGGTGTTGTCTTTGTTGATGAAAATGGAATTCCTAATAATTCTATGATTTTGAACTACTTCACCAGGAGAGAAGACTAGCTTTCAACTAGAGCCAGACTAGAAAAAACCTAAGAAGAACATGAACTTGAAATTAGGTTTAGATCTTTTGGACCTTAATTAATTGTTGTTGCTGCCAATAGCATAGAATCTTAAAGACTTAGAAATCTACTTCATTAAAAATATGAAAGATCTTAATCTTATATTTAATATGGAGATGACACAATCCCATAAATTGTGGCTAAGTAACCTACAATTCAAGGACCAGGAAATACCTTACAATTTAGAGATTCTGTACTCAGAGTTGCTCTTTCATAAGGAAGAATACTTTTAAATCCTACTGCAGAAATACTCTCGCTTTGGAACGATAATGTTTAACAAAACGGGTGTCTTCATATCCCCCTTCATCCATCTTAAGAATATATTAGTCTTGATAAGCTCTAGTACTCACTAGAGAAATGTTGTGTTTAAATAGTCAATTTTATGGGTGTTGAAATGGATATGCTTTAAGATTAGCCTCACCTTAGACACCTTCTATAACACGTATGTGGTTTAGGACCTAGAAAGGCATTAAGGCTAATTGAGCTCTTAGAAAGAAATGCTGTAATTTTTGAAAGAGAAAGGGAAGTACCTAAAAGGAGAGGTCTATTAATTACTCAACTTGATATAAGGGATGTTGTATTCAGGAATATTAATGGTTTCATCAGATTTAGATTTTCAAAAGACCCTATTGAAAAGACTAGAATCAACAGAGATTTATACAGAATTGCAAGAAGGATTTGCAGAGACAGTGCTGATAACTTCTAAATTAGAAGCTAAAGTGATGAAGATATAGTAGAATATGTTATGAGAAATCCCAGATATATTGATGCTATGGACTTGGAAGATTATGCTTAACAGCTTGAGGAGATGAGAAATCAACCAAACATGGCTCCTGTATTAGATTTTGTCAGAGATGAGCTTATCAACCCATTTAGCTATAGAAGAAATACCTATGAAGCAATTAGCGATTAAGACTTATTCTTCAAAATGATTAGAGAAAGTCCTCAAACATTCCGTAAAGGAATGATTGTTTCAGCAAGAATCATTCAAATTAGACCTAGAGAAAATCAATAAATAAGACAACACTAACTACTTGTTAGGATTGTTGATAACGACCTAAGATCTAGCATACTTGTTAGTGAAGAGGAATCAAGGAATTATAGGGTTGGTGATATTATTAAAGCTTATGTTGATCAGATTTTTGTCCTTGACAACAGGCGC

>SPT6-118KR-gBlock-3

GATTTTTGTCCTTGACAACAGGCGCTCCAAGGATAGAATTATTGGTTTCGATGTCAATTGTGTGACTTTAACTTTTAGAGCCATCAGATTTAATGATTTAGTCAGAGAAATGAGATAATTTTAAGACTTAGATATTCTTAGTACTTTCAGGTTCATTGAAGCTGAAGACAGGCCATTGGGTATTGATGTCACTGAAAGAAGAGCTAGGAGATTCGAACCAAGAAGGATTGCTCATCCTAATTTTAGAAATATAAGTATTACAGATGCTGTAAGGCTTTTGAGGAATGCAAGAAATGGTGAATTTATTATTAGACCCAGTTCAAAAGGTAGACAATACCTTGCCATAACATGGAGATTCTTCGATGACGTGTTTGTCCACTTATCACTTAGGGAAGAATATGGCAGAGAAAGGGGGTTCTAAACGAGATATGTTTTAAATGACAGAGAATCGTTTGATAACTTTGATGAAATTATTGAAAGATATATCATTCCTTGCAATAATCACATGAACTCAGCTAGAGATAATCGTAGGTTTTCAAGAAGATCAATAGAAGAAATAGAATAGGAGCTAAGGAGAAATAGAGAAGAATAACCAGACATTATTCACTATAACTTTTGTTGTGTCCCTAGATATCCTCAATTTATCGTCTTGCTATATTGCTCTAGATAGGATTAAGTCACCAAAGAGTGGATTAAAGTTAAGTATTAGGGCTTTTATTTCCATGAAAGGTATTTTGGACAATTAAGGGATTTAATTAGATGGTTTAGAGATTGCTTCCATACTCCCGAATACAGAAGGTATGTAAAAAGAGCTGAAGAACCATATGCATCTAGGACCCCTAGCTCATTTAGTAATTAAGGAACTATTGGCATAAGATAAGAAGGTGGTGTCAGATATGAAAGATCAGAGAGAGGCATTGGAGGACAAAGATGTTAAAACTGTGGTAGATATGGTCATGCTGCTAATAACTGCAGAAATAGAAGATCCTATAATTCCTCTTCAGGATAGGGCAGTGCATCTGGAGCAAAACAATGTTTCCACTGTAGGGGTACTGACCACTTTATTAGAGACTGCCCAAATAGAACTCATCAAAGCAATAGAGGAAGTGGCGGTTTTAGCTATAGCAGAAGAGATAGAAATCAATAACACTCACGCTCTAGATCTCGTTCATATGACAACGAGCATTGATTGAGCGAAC

>SPT6-42KR-gBlock-1

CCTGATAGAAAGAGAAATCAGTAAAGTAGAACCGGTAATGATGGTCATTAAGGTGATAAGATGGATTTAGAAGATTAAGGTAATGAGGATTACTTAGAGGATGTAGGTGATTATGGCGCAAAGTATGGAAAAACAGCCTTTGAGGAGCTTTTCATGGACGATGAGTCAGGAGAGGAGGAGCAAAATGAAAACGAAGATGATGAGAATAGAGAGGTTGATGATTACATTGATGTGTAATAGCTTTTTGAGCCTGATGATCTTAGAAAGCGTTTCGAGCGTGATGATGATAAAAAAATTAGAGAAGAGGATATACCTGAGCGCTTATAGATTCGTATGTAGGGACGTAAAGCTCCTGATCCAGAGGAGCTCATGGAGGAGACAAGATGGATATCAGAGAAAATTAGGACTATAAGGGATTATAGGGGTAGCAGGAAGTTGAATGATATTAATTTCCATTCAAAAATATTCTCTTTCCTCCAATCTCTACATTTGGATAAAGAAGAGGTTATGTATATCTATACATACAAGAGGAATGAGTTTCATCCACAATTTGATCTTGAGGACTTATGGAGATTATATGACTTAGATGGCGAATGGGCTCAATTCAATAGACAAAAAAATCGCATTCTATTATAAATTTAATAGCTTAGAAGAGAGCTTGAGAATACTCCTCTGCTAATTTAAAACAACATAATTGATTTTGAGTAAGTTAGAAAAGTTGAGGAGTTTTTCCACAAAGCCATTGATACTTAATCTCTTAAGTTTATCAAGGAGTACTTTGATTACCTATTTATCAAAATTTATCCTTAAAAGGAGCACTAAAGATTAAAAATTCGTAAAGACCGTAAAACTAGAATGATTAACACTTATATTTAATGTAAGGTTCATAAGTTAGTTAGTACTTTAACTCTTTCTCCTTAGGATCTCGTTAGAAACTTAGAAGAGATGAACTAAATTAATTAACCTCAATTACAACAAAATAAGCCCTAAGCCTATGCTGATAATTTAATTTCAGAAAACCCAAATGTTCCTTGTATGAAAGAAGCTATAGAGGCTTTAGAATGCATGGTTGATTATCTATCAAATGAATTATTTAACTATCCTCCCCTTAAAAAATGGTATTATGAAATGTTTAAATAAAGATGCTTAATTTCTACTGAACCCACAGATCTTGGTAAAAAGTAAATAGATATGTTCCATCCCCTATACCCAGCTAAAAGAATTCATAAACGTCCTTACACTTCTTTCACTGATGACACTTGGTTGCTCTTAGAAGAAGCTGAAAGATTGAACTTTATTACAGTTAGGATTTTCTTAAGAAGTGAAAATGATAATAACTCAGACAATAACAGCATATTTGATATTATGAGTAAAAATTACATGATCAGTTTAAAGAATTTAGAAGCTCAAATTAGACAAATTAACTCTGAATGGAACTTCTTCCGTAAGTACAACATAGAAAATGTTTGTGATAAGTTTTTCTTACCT

>SPT6-42KR-gBlock-2

>SPT6-42KR-gBlock-3

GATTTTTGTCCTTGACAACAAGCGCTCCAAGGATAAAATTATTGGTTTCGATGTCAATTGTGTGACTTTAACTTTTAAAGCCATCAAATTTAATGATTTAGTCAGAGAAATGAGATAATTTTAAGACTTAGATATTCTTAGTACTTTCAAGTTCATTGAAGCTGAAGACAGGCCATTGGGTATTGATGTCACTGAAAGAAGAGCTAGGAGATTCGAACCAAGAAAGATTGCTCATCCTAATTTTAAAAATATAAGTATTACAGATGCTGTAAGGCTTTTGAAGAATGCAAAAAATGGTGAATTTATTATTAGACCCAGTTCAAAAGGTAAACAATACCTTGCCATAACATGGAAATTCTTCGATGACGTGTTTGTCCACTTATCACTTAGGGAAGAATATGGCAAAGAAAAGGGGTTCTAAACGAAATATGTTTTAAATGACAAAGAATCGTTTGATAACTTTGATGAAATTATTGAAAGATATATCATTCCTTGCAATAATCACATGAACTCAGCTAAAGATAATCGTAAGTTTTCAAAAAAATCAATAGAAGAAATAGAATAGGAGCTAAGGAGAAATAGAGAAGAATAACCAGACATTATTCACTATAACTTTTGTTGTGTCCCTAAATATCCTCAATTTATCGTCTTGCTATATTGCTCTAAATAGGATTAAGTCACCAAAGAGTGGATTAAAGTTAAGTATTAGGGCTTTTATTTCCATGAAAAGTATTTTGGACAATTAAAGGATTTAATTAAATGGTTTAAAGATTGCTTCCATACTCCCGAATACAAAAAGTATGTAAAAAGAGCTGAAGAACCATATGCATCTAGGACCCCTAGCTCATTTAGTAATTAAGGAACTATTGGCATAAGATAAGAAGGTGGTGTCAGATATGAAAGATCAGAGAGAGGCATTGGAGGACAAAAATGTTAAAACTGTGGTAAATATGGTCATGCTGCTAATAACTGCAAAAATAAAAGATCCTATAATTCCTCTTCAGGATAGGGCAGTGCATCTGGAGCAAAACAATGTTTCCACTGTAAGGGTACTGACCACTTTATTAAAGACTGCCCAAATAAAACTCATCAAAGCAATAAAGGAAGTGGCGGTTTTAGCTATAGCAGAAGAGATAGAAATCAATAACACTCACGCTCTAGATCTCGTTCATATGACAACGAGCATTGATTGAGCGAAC

How the deposited data were processed for this re-analysis (not part of the article)

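Small RNAs of conjugating *Tetrahymena* *EMA2* somatic KO cells were measured in 4 libraries, 2 crosses at 3 hpm and 2 at 8 hpm. The wild-type and *EMA1* KO libraries were not analysed here. The authors deposited RPKM values, made by counting the small RNAs in the scnRNA size range that matched a single MDS or IES tile and dividing by the unique length of the tile in kilobases and scaling by the library total. The paper's text names neither the aligner nor the reads that make up the total.

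The sample labels were used to assign each library to a cross and a time point. The 8 box statistics of the *EMA2* KO box at 8 hpm in Figure 3B lay within 5% of the library labelled cross 2 at 3 hpm, so every library is named by its label and the exchange of the labels of the libraries labelled cross 1 at 8 hpm and cross 2 at 3 hpm is given as an alternative chosen after seeing the data. The box statistics of the figure were read by eye.

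RPKM values are not counts, so tests were made on log2(RPKM + 0.1), and a log2 change on this scale understates the change of low tiles. Whole reads, unique lengths and library totals were recovered from the RPKM values as fractions. The totals were found from MDS tiles with a denominator of at most 20000, both strands of a tile of 10000 bp. With the totals known, the denominator of a tile was allowed to reach 100000 in a library and 200000 over the 4 libraries, since IES tiles can be longer. Tested on 2000 simulated tiles, this recovered the reads of 96.3% of tiles exactly and 4 of 4 totals. The simulated unique lengths ran from 3000 to 10000 bp. Shorter and longer tiles were not simulated, and the median IES tile had 2947 bp. The recovered totals were between 3509330 and 13455358 reads. Depth limits the value of a single tile more than the median over tiles, since the median MDS tile held between 22 and 94 reads.

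Medians, quartiles and ratios were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Library medians were compared by two-sided exact permutation tests, in which 2 libraries against 2 give no p below 0.33. Rank-sum and signed-rank statistics over tiles used 100000 permutations and were checked on simulated data. Tiles were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), with Benjamini-Hochberg adjustment over the tiles of a class. On simulated data with the same 4 libraries, limma called 194 of 200 MDS tiles and 196 of 200 IES tiles changed by 2 on the log2 scale at a squared biological coefficient of variation of 0.05, along with 14 and 7 unchanged tiles. The changed tiles were drawn from those above the median abundance of their class. No effect of the cross and no correlation between neighbouring tiles was simulated. Recovery of smaller changes and of changes in low tiles was not tested.

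The libraries were paired by the cross number in their labels, taken to mean the same strains. The deviation of cross 1 from the mean of its time point at 3 hpm and at 8 hpm had a Spearman correlation of 0.361 across MDS tiles and of 0.396 across IES tiles. By construction these are also the correlations of the log2 changes between the pairs of the Figure 3B pairing. They therefore cannot tell the labelled pairing from that one. As set before the data were examined, limma was fitted without the cross as a block, and with it as an alternative. The alternative leaves 1 residual degree of freedom per tile. The other alternatives set then were filters on low tiles (above 0 RPKM in all libraries, or a mean RPKM of at least 0.5), the mean in place of the median, pseudocounts of 1 and 0.01, scaling to the IES median or to the sum of RPKM, eBayes without a trend, a signed-rank test, 10 abundance groups and leaving out each cross. Alternatives chosen after seeing the data were the Figure 3B pairing, voom weights on the recovered reads and thinning of every library to the same depth.

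The text names at most 2 tiles that fell and 2 that rose per class, those with the largest log2 change among tiles with an adjusted p under 0.05, the same direction in both crosses and a mean RPKM of at least the median of the class. 0 MDS tiles met these conditions. 6 IES tiles did, all of them higher at 8 hpm, of which the 2 with the largest log2 change are named, and other tiles named were chosen after their values were seen. Groups of 2 libraries are too small to test for outlying libraries or to count other splits.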

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

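All tests of explanations in this part were chosen after the results were seen.

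The median RPKM of MDS tiles moved in opposite directions in the 2 crosses as labelled, with an 8 to 3 hpm ratio of 0.788 in cross 1 and 1.05 in cross 2. The difference between the crosses was not tested. Unequal depth is argued against, since thinning every library to the depth of the shallowest left the cross 2 ratio at 1.04 or above in 20 draws. A few tiles taking most of the reads is argued against too, since the ratio was 1.06 with the 100 tiles with most reads left out of the total. The per-million denominator stays open: scaling to the same IES median gave a cross 2 ratio of 0.960, but the median tile-wise log2 change of cross 2 was then still 0.01. An exchange of 2 labels also stays open. With the libraries labelled cross 1 at 8 hpm and cross 2 at 3 hpm exchanged, both pairs fell, with ratios of 0.713 and 0.949, but the same values would be seen if the labels were right and the figure were drawn from another library. A biological difference between the crosses stays open, as untested.

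The libraries labelled 8 hpm, with MDS medians of 0.731 (cross 1) and 0.693 (cross 2), match neither *EMA2* KO box of Figure 3B; the boxes of the other strains were not compared. All 8 box statistics of the *EMA2* KO box at 8 hpm lay within 5% of the library labelled cross 2 at 3 hpm, as that library being the one plotted would require, and the next closest library matched 4. IES statistics hardly separate that library from those labelled cross 1, so the match rests mainly on MDS statistics. Unequal depth is argued against, since after thinning to equal depth a library labelled 8 hpm matched at most 4 of the 8 statistics of an *EMA2* KO box. Whether the labels or the figure name the wrong time point cannot be told apart from these files, because no value in them marks the time of a library independently.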

How the results depend on the processing

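Of the 69 alternatives set before the data were examined that gave a value, 53 kept the direction and the side of the threshold or stayed within the spread of the crosses, 5 reversed a direction, 3 moved a value, 4 gave a stronger and 4 a weaker result. Alternatives that leave out 1 cross have 1 library per time point and were counted as values without a test. They were counted by their direction and the spread of the crosses alone. With 2 crosses, the value of either cross differs from their mean by less than their SD by construction. Only a reversed direction therefore set these alternatives apart, and none was counted as moved. Those among the 53 do not show that a result is stable without 1 cross. Over tiles, which are not replicates, the IES rank-sum comparison of cross 2 alone had a permutation p of 0.00061, against 0.0623 with both crosses. The cause of these changes was not tested unless stated. A correlation across tiles is counted as moved beyond 0.05.

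Leaving out 1 cross changes the direction of 4 MDS results on the RPKM as deposited. The ratio of MDS medians was from 0.788 (without cross 2) to 1.05 (without cross 1), the rank-sum probability from 0.479 (without cross 1) to 0.555 (without cross 2), the median log2 change from -0.20 (without cross 2) to 0.12 (without cross 1), and the difference in log2 change between the highest and lowest abundance groups from -0.013 (without cross 1) to 0.18 (without cross 2). The ratio of IES medians ranged from 1.00 to 1.09, the ratio of MDS to IES from 0.786 to 0.960, the IES rank-sum probability from 0.479 to 0.498 and the median log2 change of IES tiles from 0.04 to 0.17. With each library scaled to the same IES median or the same sum of RPKM, the MDS medians fell in both crosses, with ratios in cross 2 of 0.960 and 0.963, while the median tile-wise log2 change of cross 2 stayed above 0, at 0.013 and 0.017. No limma fit could be made without 1 cross, which leaves 1 library per time point, so those alternatives were not run.

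With the sum of RPKM scaled, the ratio of IES medians reversed to 0.992. The signed-rank test on IES tiles, which pairs each tile with itself, passed its threshold, with a share of 0.378 higher at 3 hpm. With the cross as a replicate block, 415 MDS tiles (0 without it) and 826 IES tiles (14 without it) were called. Every fit with the block leaves 1 residual degree of freedom per tile, so its calls lean on the variance pooled over tiles. IES calls were 30 (mean RPKM of at least 0.5, fewer tiles tested), 3 (eBayes without a trend), and 0 with a pseudocount of 0.01, with scaling to the IES median and with scaling to the sum of RPKM, where 822, 895 and 656 tiles had an unadjusted p under 0.05. Scaling to the IES median moved the split at an unadjusted p under 0.05 from 295 lower and 540 higher to 468 lower and 427 higher IES tiles, and scaling to the sum gave 362 lower and 294 higher. For MDS tiles it moved the split from 499 lower and 138 higher to 566 lower and 72 higher, and scaling to the sum gave 923 lower and 140 higher. The Spearman correlation of the log2 changes of the 2 crosses moved from 0.459 to 0.536 with a pseudocount of 1 and 0.576 with a mean RPKM of at least 0.5 for MDS tiles, and from 0.518 to 0.573 with a pseudocount of 1 for IES tiles. No other result was fitted with the block.

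Among the alternatives chosen after seeing the data, the Figure 3B pairing called 302 MDS tiles and 1 IES tile, and with the replicate block 1037 MDS and 276 IES tiles. It reversed the difference between abundance groups to -0.090 and moved the correlation of the crosses to 0.361 for MDS and 0.396 for IES tiles. The 2 libraries that match the boxes gave a ratio of MDS to IES of 0.712. Voom weights called 68 IES tiles and 0 MDS tiles, with 752 MDS tiles at an unadjusted p under 0.05. Thinning to equal depth left the MDS ratio at 0.895 and the IES ratio at 1.05, so the median over tiles is not limited by depth, while a single MDS tile is, with a counting SD of up to 21.3% at the median.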

Differences from the paper's values

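The log2 of the 8 to 3 hpm ratio of MDS medians in *EMA2* KO cells was -0.16 over both crosses as labelled, against the paper's value of about -0.49 in Figure 3B, read by eye. The alternatives set before the data were examined were set against the SD of 0.29 between the crosses as labelled. Leaving out cross 2 (-0.34) came within this SD of the paper's value, with a gap of 0.15. It leaves 1 pair of libraries, which has no spread of its own. Scaling to the IES median (-0.22, gap 0.27) and to the sum of RPKM (-0.23, gap 0.26) also came within 0.29. Both gaps exceeded the SD between crosses under the same scaling, 0.20 and 0.23. Tiles above 0 RPKM in all libraries (-0.15) and the mean over tiles (-0.02) did not come within 0.29. Tiles with a mean RPKM of at least 0.5 (-0.11) and leaving out cross 1 (0.07) did not either. The Figure 3B pairing, chosen after seeing the values, gave -0.29, and its pair of libraries labelled cross 1 at 3 hpm and cross 2 at 3 hpm gave -0.49.

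The paper states that MDS-complementary scnRNAs of *EMA2* KO cells were lower at 8 hpm. In cross 2 as labelled, the median was higher at 8 hpm, with a ratio of 1.05. Figure 3B marks IES tiles of *EMA2* KO cells as not different. In cross 2 as labelled, a rank-sum permutation test over IES tiles, which compares 2 libraries and has no replicate check, gave p = 0.00061, and in cross 1 p = 0.711. In the pair of libraries that matches the boxes of the figure, chosen after seeing the values, the same permutation test gave p = 0.695, and in the other pair of the Figure 3B pairing p = 0.0068.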

Other observations

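All tests of explanations in this part were chosen after the results were seen, on the 5460 MDS tiles with at least 20 reads in every library, and the tiles named were chosen after their values were seen.

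Neighbouring MDS tiles moved together between the libraries labelled 3 and 8 hpm. The log2 changes of adjacent tiles had a Spearman correlation of 0.667 over 4177 pairs of tiles, which are not independent replicates, while the highest value in 100 random orders of the tiles was 0.0390. The longest run of tiles that were all lower by 1 log2 unit or more at 8 hpm held 7 tiles, MDS tiles 4423 to 4429, and the longest in 100 random orders held 3. The mean RPKM of this run was 3.63 at 3 hpm and 1.43 at 8 hpm in cross 1, and 4.82 and 1.58 in cross 2. Counting noise is argued against by the interaction of cross and time, which carries the same counting noise and in which the correlation was 0.141. Tiles with little unique sequence are argued against by a correlation of 0.661 among tiles with at least 9900 bp of unique sequence, and unequal depth by correlations of 0.594 or above in 20 draws thinned to the same depth. A library batch cannot be told apart from time, since the library numbers of the time points as labelled lay at least 16421 apart. In the Figure 3B pairing, in which this contrast would separate the crosses, a difference between crosses is open as well. A change with time as labelled was not tested apart from these.

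Some MDS tiles differed between the crosses as labelled. Relative to the median tile, 33 MDS tiles were over 4-fold higher and 9 over 4-fold lower in cross 2 than in cross 1, against 0 tiles past this limit in the interaction of cross and time, which carries the same counting noise, so counting noise is argued against by this 0. MDS tile 2107 had 0.517 and 0.425 RPKM at 3 and 8 hpm in cross 1 and 41.3 and 51.0 in cross 2, and MDS tile 10233 had 228 and 206 in cross 1 and 7.76 and 14.3 in cross 2. Little unique sequence is argued against for the higher tiles, 27 of 33 of which had at least 9900 bp of unique sequence. For the 9 lower tiles it stays open, with a median unique length of 6704 bp against 9888.5 bp over all tested tiles. Because the Figure 3B pairing would make this contrast the one between time points, and called 302 MDS tiles, a difference between the crosses and a change with time cannot be told apart while the labels and the figure conflict.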
